# JNK2 downregulation promotes tumorigenesis and chemoresistance by decreasing p53 stability in bladder cancer

**DOI:** 10.18632/oncotarget.9046

**Published:** 2016-04-27

**Authors:** Chun-Wu Pan, Hailong Liu, Yu Zhao, Chenchen Qian, Liguo Wang, Jun Qi

**Keywords:** JNK2, p53, bladder cancer, tumorigenesis, chemoresistance

## Abstract

Bladder cancer is one of the most common malignancies of the urinary system, and the 5-year survival rate remains low. A comprehensive understanding of the carcinogenesis and progression of bladder cancer is urgently needed to advance treatment. c-Jun N-terminal kinase-2 (JNK2) exhibits both tumor promoter and tumor suppressor actions, depending on tumor type. Here, we analyzed the JNK2 function in bladder cancer. Using gene expression microarrays, we demonstrated that JNK2 mRNA is downregulated in an orthotopic rat model of bladder cancer. JNK2 protein levels were lower in rat and human bladder cancer tissues than in normal tissues, and the levels correlated with those of p53. Moreover, JNK2 phosphorylated p53 at Thr-81, thus protecting p53 from MDM2-induced proteasome degradation. Decreased expression of JNK2 in T24 cells conferred resistance to cell death induced by mitomycin C. Furthermore, lower JNK2 expression was associated with poorer overall survival among patients who underwent radical cystectomy. These results indicate that JNK2 acts as a tumor suppressor in bladder cancer, and that decreased JNK2 expression promotes bladder cancer tumorigenesis.

## INTRODUCTION

Bladder cancer is one of the most common malignant tumors of the urinary system [1]. Non-muscle invasive bladder cancer (NMIBC) accounts for nearly 70% of these cases, which can be easily resected through transurethral resection of bladder tumor (TURBT), but recur frequently (50-70%). Ten percent to 5% of NMIBCs progress to muscle invasive bladder cancer (MIBC), which has a 5-year survival rate of less than 50%, even if treated with radical cystectomy (RC) combined chemotherapy [2]. Bladder cancer treatment has not improved for decades, and new approaches are needed [3]. A comprehensive understanding of the carcinogenesis and progression of bladder cancer is urgently needed to advance treatment.

The c-Jun N-terminal kinase (JNK) family, a subfamily of the MAPKs, participates in a variety of cell responses, including proliferation, differentiation, and cell death and survival. As a result, abnormal JNK function leads to diverse diseases, including cancer [4]. The JNK family contains three proteins, of which JNK1 and JNK2 are widely expressed in most tissues, while JNK3 is found only in brain, heart and testes [5]. The role of JNK1 and JNK2 in cancer is complicated and controversial. JNK1 is thought to function as a tumor promoter in lung cancer and primary hepatocellular carcinoma [6, 7], and JNK2 promotes carcinogenesis in skin cancer and myeloma [8, 9]. However, several studies suggested that JNK1 and JNK2 might also inhibit tumor progression. For example, JNK1-deficient mice are highly susceptible to intestinal cancer [10]. Moreover, JNK2 inhibits breast cancer progression via regulation of cell cycle and DNA repair [11]. It is thus important to define the specific roles played by JNKs in particular cancer types.

P53, a classic tumor-suppressor protein, inhibits the development of cancer by promoting apoptotic cell death or blocking cell cycle progression [12]. In addition, p53 is an important regulator of metabolic changes and homoeostasis, making it perhaps the most commonly mutated protein in cancer [13]. Given the high mutation rate of p53 and its various functions, it is still unclear whether p53 mutation may serve as a prognostic marker for bladder cancer patients [14]. Here, we report that JNK2 mRNA is downregulated in an orthotopic rat model of bladder cancer, and that JNK2 protein levels are decreased in rat and human bladder cancer tissues, and correlate with p53 levels. Our findings indicate that JNK2 phosphorylates p53 at Thr81, which prevents its MDM2-induced proteasome degradation, and that lower expression of JNK2 is associated with worse overall survival among patients undergoing radical cystectomy.

## RESULTS

### JNK2 expression is decreased in bladder cancer

The pathologic type of the tumors was identified as bladder transitional cell carcinoma (BTCC) by H&E staining (Figure 1a). 

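MNU (N-methyl-N-nitrosourea) is an alkylating carcinogen, and the tumors arose in rats whose bladders received 20 mg/ml MNU weekly for 10 weeks. Affymetrix rat arrays measured RNA from 9 tissue samples: 3 bladder tumors, 3 samples of normal tissue adjacent to tumors, and 3 bladders of separate normal rats. The labels of all 9 samples carry the same MNU text, whereas the series design describes the last 3 as tissue of normal rats. The deposited values are log2 signals of the MAS 5.0 algorithm, which the authors scaled to a common trimmed mean. Median log2 signal was 7.17, 6.87 and 7.00 in tumors 1, 2 and 3, 7.03, 7.05 and 6.95 in adjacent samples 1, 2 and 3, and 7.22, 7.23 and 7.19 in normal samples 1, 2 and 3. Across all probe sets, Pearson's r was 0.940 to 0.946 between normal samples, 0.899 to 0.931 between tumors and 0.843 to 0.910 between tumors and normal samples (genes are not independent replicates). Tumors were compared with normal bladder over 31042 probe sets with limma, and over 33 gene lists with camera, which tests a list against all other genes. The lists name 1075 genes, of which 942 were measured, and the brightest probe set over the 9 arrays stood for each gene. Signals under 50 were treated as dim, because the median SD within groups was 1.02 at log2 signals of 4 to 5 and 0.251 at 9 to 10. That limit was chosen after the spread was seen. Where every array of the lower group was dim, the fold change is given as a lower bound, the mean of the higher group over 50. With 3 arrays per group, 11 of 100 simulated 2-fold changes and 44 of 100 simulated 4-fold changes passed the adjusted threshold. Far fewer probe sets changed in the simulated data than were called in tumors against normal bladder. Adjustment is stricter where fewer change, so these shares can understate recovery in that comparison.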

Using Affymetrix gene expression microarrays (GEM), we compared mRNA expression in tumors and normal bladder tissues. The data obtained from GEM have been deposited in the GEO database (GEO accession number GSE76702). 

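Serpinb2, which encodes an inhibitor of urokinase-type plasminogen activator, was at least 123-fold higher in tumors (mean log2 signal 12.6 ± 0.65 SD against 0.57 ± 0.99, n = 3 arrays per group, adjusted p = 0.00029 from limma). Il1a, an inflammatory interleukin of epithelial cells, was at least 69.8-fold higher (adjusted p = 0.0023), and the matrix metalloproteinase gene Mmp7 at least 53.2-fold higher (adjusted p = 0.0080). Among the genes that fell, Ngb, which encodes neuroglobin, was at least 34.5-fold lower (adjusted p = 0.0025). Enho, which encodes a secreted peptide, was at least 10.6-fold lower (adjusted p = 0.0010). In all, 5574 of 31042 probe sets changed at an adjusted p under 0.05 (2756 higher and 2818 lower). This count varied when an array was left out, which also lowers the degrees of freedom of each test. It was 9216 without tumor 1 and 2803 without tumor 3. It was 1535, 1453 and 1676 without normal samples 1, 2 and 3, which lie close together and so do not single out any of these arrays. Counted by gene, 3341 of 14217 changed, 1927 higher and 1414 lower.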

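Bladder tumors expressed more genes of dividing cells and of basal and squamous epithelium than normal bladder, and fewer transcripts of smooth muscle. Of 51 measured cell division genes, 42 rose and 0 fell (48 and 0 adjusted over the list alone), with a median log2 fold change of 2.24 (2.00 with dim genes at their bound). Kif2c, a kinesin that depolymerizes spindle microtubules, was at least 3.99-fold higher (adjusted p = 0.0053). Of 29 basal and squamous genes, 23 rose and 0 fell (26 and 0 adjusted over the list alone), with a median of 1.95 (1.87 with dim genes at their bound). Krt14, a keratin of basal cells, rose by 4.81 on the log2 scale (SE 0.23, adjusted p = 0.00032), and Tgm1, which crosslinks the envelope of squamous cells, was at least 20.0-fold higher. Of 38 smooth muscle genes, 21 fell and 0 rose (35 and 0 adjusted over the list alone), with a median of -3.33. Kcnma1, a potassium channel of smooth muscle, fell by 5.00 (SE 1.12, adjusted p = 0.025), but lost its call without tumor 3 or without any 1 of the normal samples (adjusted p up to 0.0912). Smooth muscle transcripts stood at 50.6% of the normal level in tumor 1, 4.34% in tumor 2 and 4.35% in tumor 3. By camera with a preset correlation, the adjusted p was 7.3e-17 for cell division, 1.0e-12 for basal and squamous epithelium and 2.7e-12 for smooth muscle. With an estimated correlation, the adjusted p was 0.498, 0.245 and 0.551, in that order. Over the 33 lists, 15 passed camera with the preset correlation (12 higher and 3 lower) and 0 with an estimated one. Of the 15, 12 also passed fry, while smooth muscle did not (adjusted p = 0.0750); 3 lists passed fry but not camera. Leaving out tumor 3 or normal samples 1, 2 and 3 in turn left 23, 24, 25 and 27 changed cell division genes, and leaving out those normal samples left 15, 14 and 14 basal and squamous genes. For smooth muscle, 37, 6 and 5 genes changed without tumors 1, 2 and 3, and 2 without each normal sample in turn. The changes of these 3 lists were not confined to tumors. In adjacent tissue against normal bladder, 42 cell division and 20 basal and squamous genes rose and 35 smooth muscle genes fell, with 0 the other way. Between tumors and adjacent tissue, 0 members of these lists changed.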

The results of pathway analysis and Gene Ontology (GO) analysis are shown in Supplementary Figure S1 and Supplementary Figure S2. Based on the GEM data, we found that the expression patterns of genes involved in MAPK signaling exhibited prominent changes (tumor vs. normal, p=0.009, Enrichment test). For example, mRNA expression of *MAPK9*, which is the gene encoding JNK2 kinase, was significantly lower in tumors than that in normal tissues (Figure 1b). 

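Genes of MAPK signaling changed in both directions in the tumors. Il1b, an inflammatory interleukin, rose by 3.97 on the log2 scale (SE 0.52, n = 3 arrays per group, adjusted p = 0.0056 from limma). Pla2g2a, a secreted phospholipase that releases arachidonic acid, fell by 6.04 (SE 1.03, adjusted p = 0.011), and Ntf3, a ligand of Trk receptors, fell by 5.54 (SE 0.99, adjusted p = 0.012). The tumor mean of Ntf3 (log2 signal 3.78 ± 2.21) lies under the limit of 50, so its fold is uncertain. Pla2g2a lost its call without normal sample 1 or 2 (adjusted p up to 0.0549), and Ntf3 without any 1 of the normal samples (up to 0.0596). The list used here was written from general knowledge of the pathway and holds 261 genes, of which 228 were measured. At the thresholds printed on the heat map (p of at most 0.05 and a fold change of at least 2), 22 of these genes were higher and 26 lower. The lower genes include Cacng7, a calcium channel gene that was dim in both groups. These 48 genes make up 21.1% of the list, against 14.7% of all 14217 genes measured. The odds ratio was 1.57 (95% confidence interval 1.11 to 2.17), with a one-sided Fisher's exact p of 0.0054 (0.016 adjusted over the 33 lists). Smooth muscle transcripts fell in the same tumors, and whether that loss accounts for the lower MAPK genes was not tested. By limma, 30 MAPK genes rose and 34 fell (37 and 45 adjusted over the list alone), and the one-sided Fisher's exact p for these 64 genes was 0.061. By camera the list did not pass (adjusted p = 0.392 with a preset correlation, and adjusted p = 0.746 with an estimated one). The enrichment missed 0.05 without tumor 2 (Fisher's exact p = 0.18) or normal sample 3 (Fisher's exact p = 0.16). Without tumors 1 and 3 in turn, 104 and 35 genes of the list changed by limma, and without normal samples 1, 2 and 3, 21, 19 and 23. The JNK cascade list, which shares 16 of its 19 genes with other lists, had 1 member higher and 3 lower (2 and 5 adjusted over the list alone) and did not pass camera. Its 1 higher member was Junb, a subunit of the AP-1 transcription factor (log2 fold change 1.08, SE 0.29, adjusted p = 0.043), whose call was lost without tumor 2 or 3 or without any 1 of the normal samples (adjusted p up to 0.143). Without tumor 1, 6 members of the JNK list changed; without tumor 2 or 3, 2 did, and without each normal sample in turn, 0 did.

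**Figure D1:**
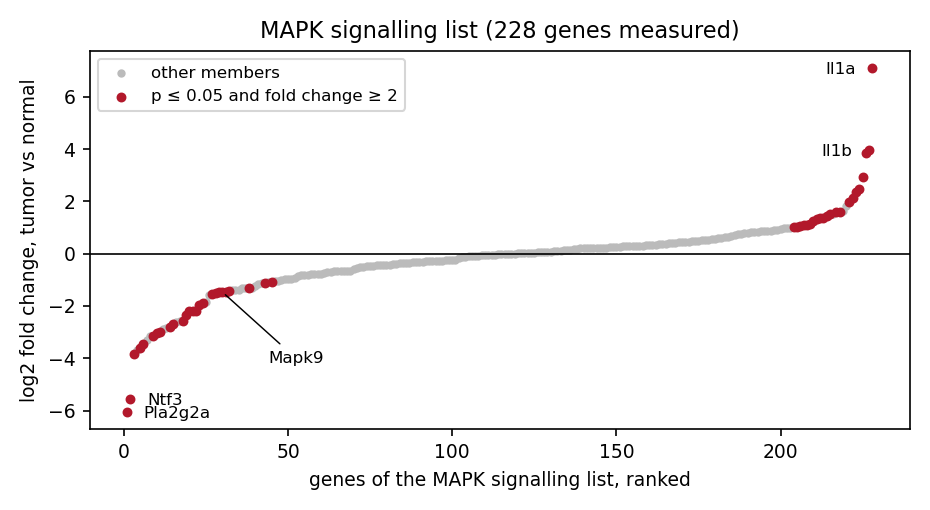
Log2 fold change (tumor minus normal) of the 228 measured MAPK signaling genes, ranked; red points pass the thresholds printed on the heat map of Fig. 1b. Il1a and Il1b lie at the upper end, Pla2g2a and Ntf3 at the lower end, and Mapk9 among the lower genes.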

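Mapk9 signal was lower in each of the 3 tumors than in each of the 3 normal bladders. On the brighter of its probe sets, mean log2 signal was 6.26 ± 0.31 in tumors and 7.72 ± 0.03 in normal bladder (SD, n = 3 arrays per group), which leaves 36.3% of the normal level. Mapk9 thus fell by 1.46 on the log2 scale (SE 0.24, adjusted p = 0.010 from limma). The exact permutation test of the 6 values gave a two-sided p of 0.1, the smallest that 3 arrays against 3 allow. On the dimmer probe set, log2 signal was 5.32 ± 0.40 in tumors and 6.37 ± 0.30 in normal bladder (log2 fold change -1.06, SE 0.36), and the adjusted p was 0.087 by limma. Mapk8 encodes JNK1, the other widely expressed JNK. Its brightest probe set fell by 0.66 (SE 0.17, adjusted p = 0.034), while others had log2 fold changes of 0.12 and 0.31 that did not pass. The last Mapk8 probe set did not pass either and was dim in both groups, so no fold is given. The Mapk8 call was lost without tumor 2, tumor 3 or any 1 of the normal samples (adjusted p up to 0.120), with arrays centred on their medians (adjusted p = 0.0714), without a variance trend (0.0846), in a fit of all 9 arrays (0.0513) and by the paper's test after adjustment (0.0875). The mean of its probe sets had a log2 fold change of -0.20 (adjusted p = 0.548). Bcl2, which encodes an inhibitor of apoptosis, was dim in both groups, so no fold is given (adjusted p = 0.25). Smooth muscle transcripts fell in the same tumors, and Mapk9 stood at 31.6% of the normal level in the tissue adjacent to the tumors on the brighter probe set, and at 67.1% on the dimmer one (adjusted p = 0.343). Without any 1 of the normal samples, the adjusted p for Mapk9 was 0.0552, 0.0553 and 0.0540 (samples 1, 2 and 3), with log2 fold changes of -1.48, -1.46 and -1.45. From the lower mRNA in the rat tumors and the lower protein in rat and human tumors, the paper concludes that the development and progression of bladder tumors are associated with lower JNK2 at both levels (Fig. 1).

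**Figure D2:**
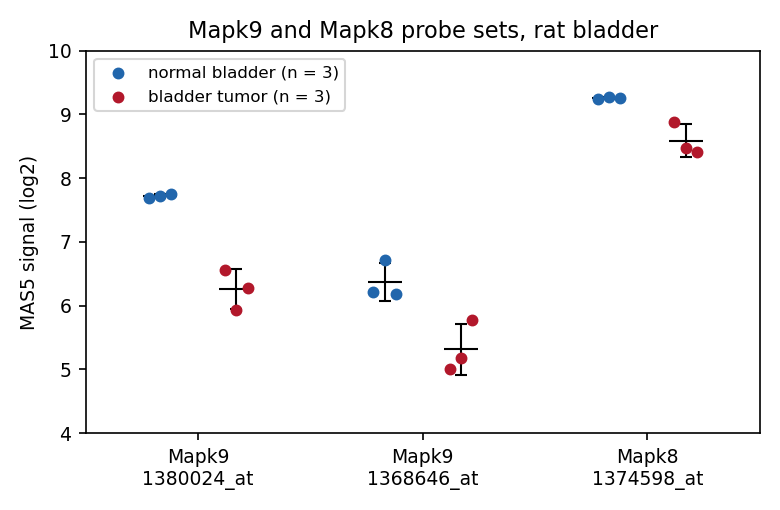
MAS 5.0 signal (log2) of both Mapk9 probe sets and of the brightest Mapk8 probe set; each point is 1 array of normal bladder (blue, n = 3) or tumor (red, n = 3), and bars show the mean and SD. On the brighter Mapk9 probe set the 3 tumors sit at a mean of 6.26, each below the normal samples at 7.72.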

We then examined the JNK2 protein levels in rat tissues using immunohistochemistry (IHC). The JNK2 protein levels were significantly lower in tumors than in normal tissues, which was consistent with the mRNA results (Figure 1a).

**Figure 1:**
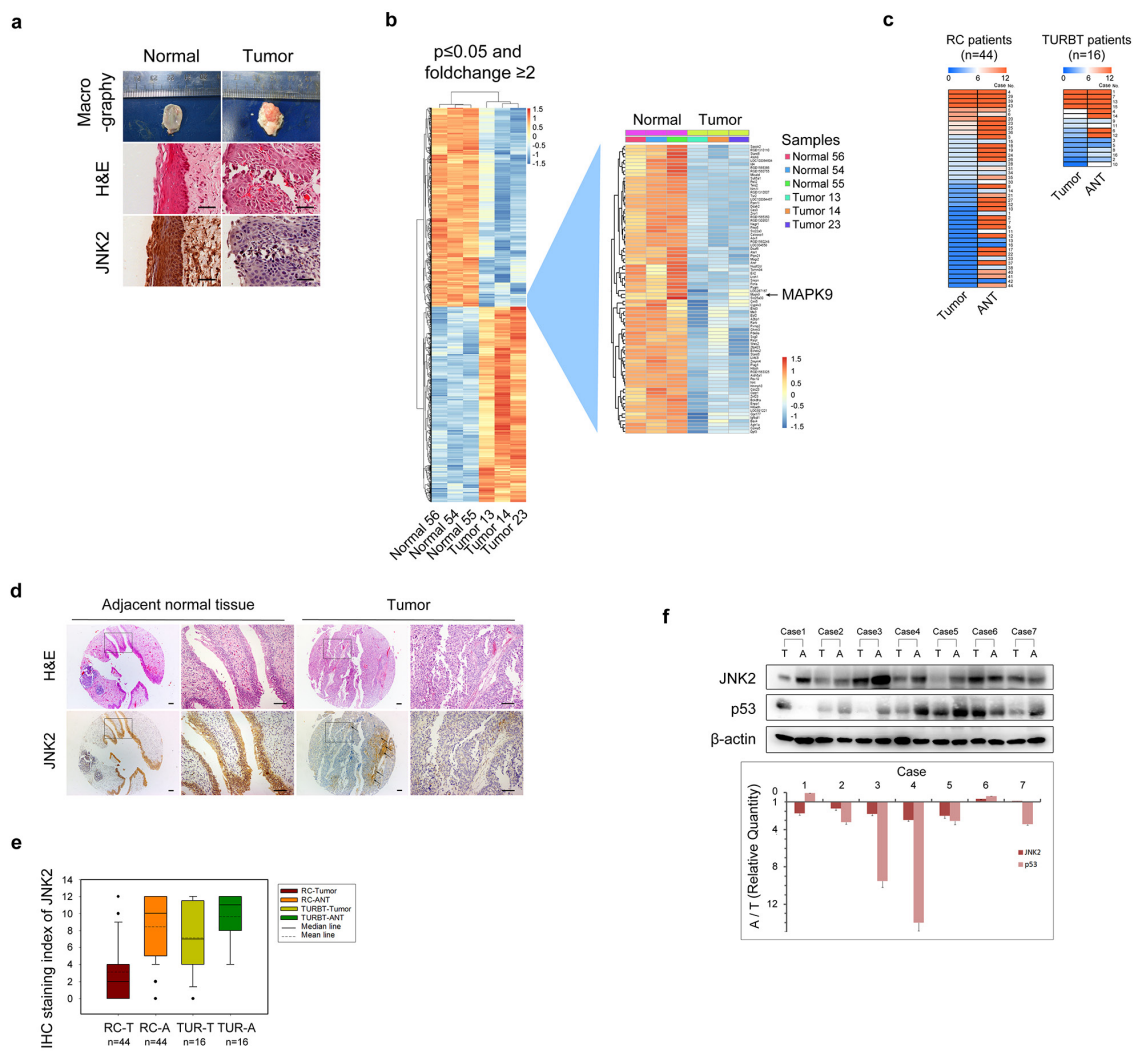
Both mRNA and protein levels of JNK2 decrease in bladder cancer **a.** Representative images of macrography, H&E staining and IHC of anti-JNK2 antibody on tissues of orthotopic rat bladder cancer model. Scale bar represents 100μm. **b.** Left panel shows changed genes in rat bladder cancer tissues (n=3) compared with normal rat bladder tissues (n=3) analyzed by gene expression microarray (GEM). Right panel shows details of *MAPK9* gene and genes around. **c.** Heat map shows IHC staining index of JNK2 of human bladder tissues. See a detailed scoring method in Material and Methods section. Left panel comes from tissue microarray (TMA) of 44 patients underwent RC (Radical cystectomy). Right panel comes from 16 patients underwent TURBT (Transurethral resection of bladder tumor). ANT: adjacent normal tissue. **d.** Representative images of H&E staining and IHC of anti-JNK2 antibody on TMA of 44 RC patients. Areas indicated by arrows are blood vessels and connective tissues, not tumor area. Scale bar represents 100μm. **e.** Box-plot shows IHC staining index of JNK2 on tissues from 44 RC patients and 16 TURBT patients respectively. **f.** Western blotting analysis of protein from bladder tissues of 7 MIBC patients. Histogram shows ratios of relative quantity of indicated proteins from ANT to tumor tissues. T: tumor tissues. A: adjacent normal tissues.

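Cell division genes made up the most enriched of the 33 lists at the thresholds printed on the heat map, with 41 of 51 higher and 0 lower (one-sided Fisher's exact test, p = 4.2e-24 adjusted over the lists). Basal and squamous genes (19 of 29 higher) and smooth muscle genes (21 of 38 lower) were enriched as well (adjusted Fisher's exact p = 9.9e-09 and 7.0e-08). Of 38 chemokines and inflammatory cytokines, which attract leukocytes, 16 were higher and 3 lower (adjusted Fisher's exact p = 2.3e-06). Among genes of focal adhesions, the anchors of cells to matrix, 8 of 42 were higher and 10 lower (adjusted Fisher's exact p = 6.2e-05). Of 14 neutrophil genes, 9 were higher and 0 lower (adjusted Fisher's exact p = 0.00017). Fisher's exact test takes genes as independent: by camera with an estimated correlation, 0 of the 33 lists passed, and focal adhesion passed with neither the preset (adjusted p = 0.0933) nor an estimated correlation (adjusted p = 0.742). Counted by gene, 2083 of 14217 passed both thresholds, 1021 of them higher and 1062 lower in tumors. Counted by probe set, 4067 passed, 1645 higher and 2422 lower, without correction for the number tested. After Benjamini-Hochberg adjustment of the same test, 951 passed. The groups did not overlap in 39.2% of probe sets, where chance gives 10% for 3 arrays against 3.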

In tissues obtained from RC and TURBT patients, JNK2 expression was evaluated by tissue microarrays (TMA) and IHC. As shown in Figure 1c and Figure 1d, the staining index (SI) of JNK2 in tumors was significantly lower than that in the paired ANTs of both RC patients (p=0.000, t test) and TURBT patients (p=0.005, t test). Box plot showed that there was a further decrease tendency of JNK2 levels in RC patients compared to TURBT patients (Figure 1e). Using western blotting, we further evaluated the JNK2 protein levels in tissues of 28 MIBC patients. 21 out of 28 MIBC patients exhibited lower JNK2 protein levels in tumor tissues compared with paired ANTs (p=0.000, chi-square); 7 representative cases are shown in Figure 1f. These data indicate that bladder tumorigenesis and tumor progression are associated with decreased mRNA and protein levels of JNK2.

### JNK2 promotes stability and pro-apoptotic activity of p53 through p53 phosphorylation at Thr81

As shown in Figure 2a, p53 primary sequence contains a JNK-binding consensus motif [5]. To determine whether p53 binds to JNK2 in T24 cells, we performed a co-immunoprecipitation (co-IP) assay (Figure 2b). We learned from the GEM data that there was no difference in *TP53* mRNA levels between normal bladder tissues and tumor tissues, which was further confirmed by real time qPCR of tissues from 3 MIBC patients (Figure 2c). However, western blotting demonstrated that the p53 protein levels were significantly lower in tumors compared to paired ANTs in 25 out of 28 MIBC patients (p=0.000,chi-square); Figure 1f shows 7 representative cases. Scatter plot of the grayscale values of JNK2 and p53 was utilized to reveal the regression relationship between p53 and JNK2 (Figure 2d). Linear regression analysis demonstrates that there is positive correlation between JNK2 and p53 in both tumors (R^2^=0.163, p=0.033, ANOVA) and normal tissues (R^2^=0.412, p=0.000, ANOVA).

**Figure 2:**
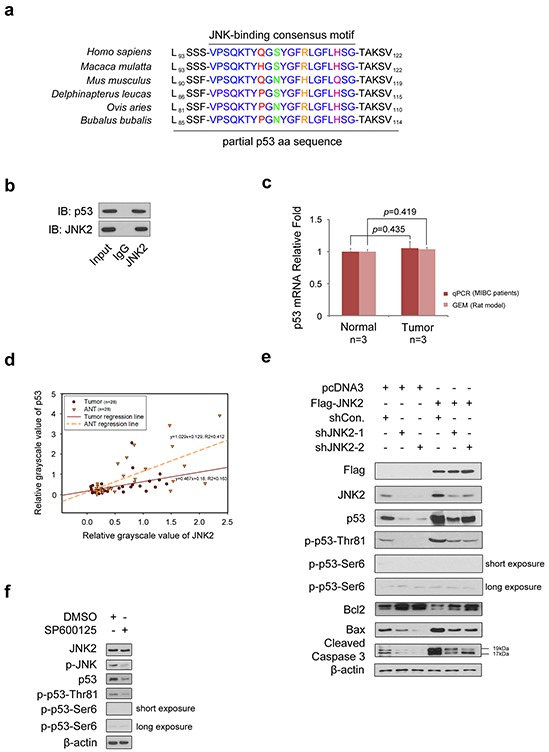
JNK2 promotes p53 stability and apoptosis activity through phosphorylation of p53 at Thr81 **a.** The p53 has consensus binding motif with JNK in different species. **b.** Western blotting detection of co-immunoprecipitated endogenous JNK2 and p53 proteins in T24 cells. **c.** Histogram shows changes of p53 mRNA between normal and tumor tissues, which are from human and rat bladder tissues respectively. **d.** Scatter plot of relative grayscale values of JNK2 and p53. Western blotting detected JNK2 and p53 proteins of tumor and paired adjacent normal tissues (ANTs) from 28 MIBC patients, then the grayscale values were measured. R^2^ in tumors and ANTs are 0.163 (p=0.033, ANOVA) and 0.412 (p=0.000, ANOVA) respectively. **e.** Western Blotting shows JNK2, p53, phosphor-p53 and related apoptotic proteins in T24 cells. Cells were infected with lentivirus expressing indicated shRNAs for 48h, then transfected with indicated plasmids for 24h before harvest. **f.** Western blot analysis of indicated proteins in T24 cells 24 h after treated with or without 10 μM SP600125.

Based on these results, we hypothesized that JNK2 may promote p53 stability and biological activity in bladder cancer. To test this hypothesis, we over-expressed JNK2 in T24 cells. As shown in Figure 2e, western blotting revealed that p53 and phospho-p53-Thr81 were increased in JNK2-overexpressing cells (lane 4). The Bcl-2/Bax proteins play an important role in regulating cell apoptosis, and caspase-3, a major regulator of apoptosis, is activated by cleavage of procaspase-3 during apoptosis [17]. As shown in Figure 2e, in JNK2 overexpressing cells, Bcl-2 protein levels decreased, while Bax increased. In consequence, cleaved caspase-3 was elevated (lane 4). On the other hand, when JNK2 was knocked down in T24 cells, total p53 and phospho-p53-Thr81 protein levels decreased, and the apoptosis pathway was inhibited (lanes 2 and 3). Moreover, the effect of JNK2 knockdown could be offset by overexpression of JNK2 (lanes 5 and 6). It is noteworthy that we detected only a very low signal of phospho-p53-Ser6 in these experiments. When phospho-JNK was inhibited by treating T24 cells with JNK inhibitor SP600125, total p53 and phospho-p53-Thr81 protein levels decreased, but phospho-p53-Ser6 was not detected (Figure 2f). Our findings suggest that in bladder cancer, JNK2 promotes p53 stability and downstream apoptosis signaling through phosphorylation of p53 at Thr81 site rather than at Ser6 site.

### JNK2 prevents p53 from MDM2-mediated degradation

MDM2-mediated ubiquitination of p53 is one of the most common mechanisms of p53 inactivation. MDM2 binding to p53 and subsequent proteasome-dependent p53 degradation are important steps in inducing p53 loss in cancer cells [18]. In our study, JNK2-overexpressing T24 cells exhibited lower levels of the immunoprecipitated MDM2-p53 complex than control cells (Figure 3a). On the contrary, when T24 cells were treated with SP600125, a JNK inhibitor, p-JNK level decreased and MDM2-p53 complex increased (Figure 3b). These results indicate that p-JNK2 can prevent MDM2 from binding to p53 to form complex.

**Figure 3:**
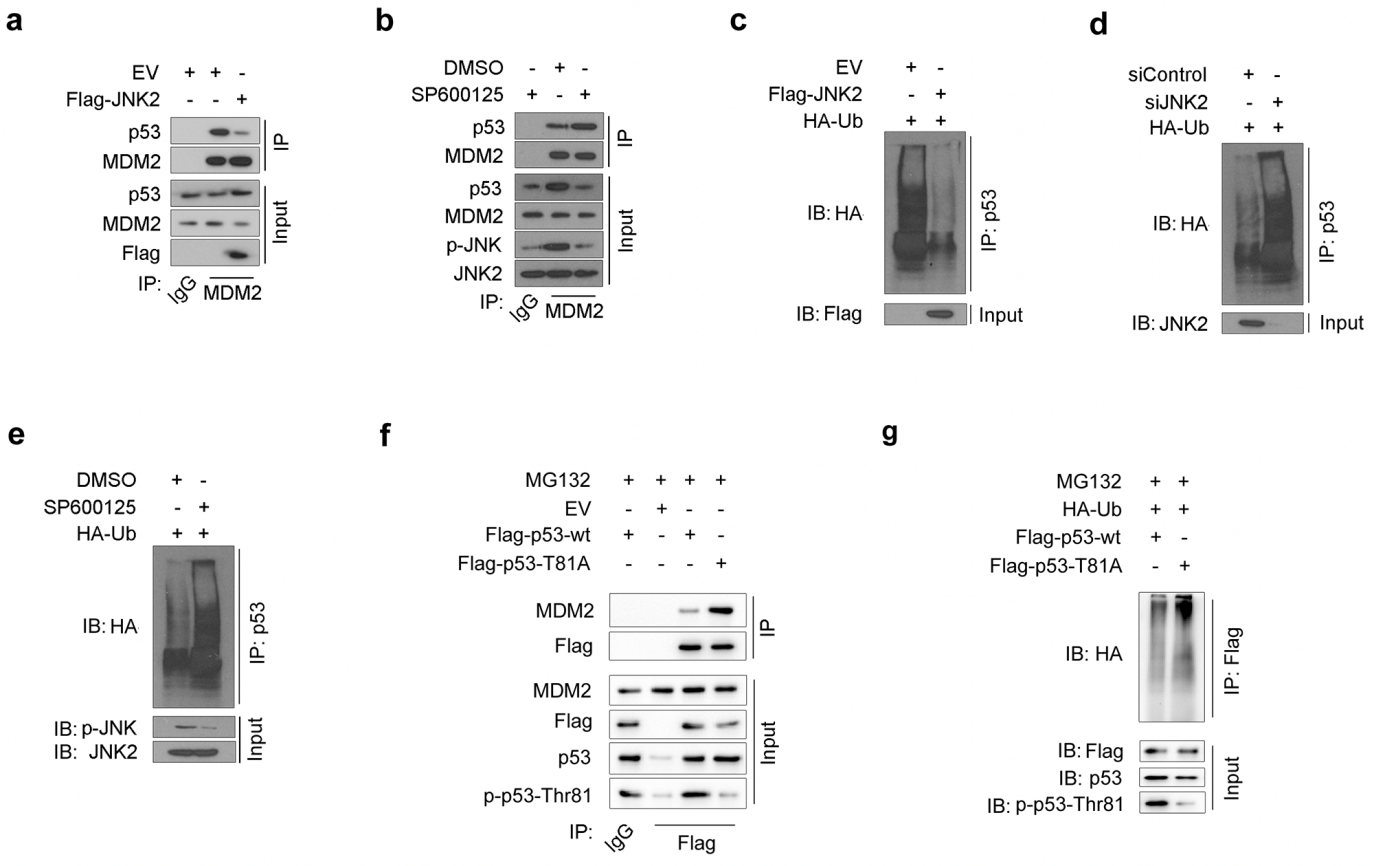
JNK2 prevents p53 from mdm2 mediated degradation **a.** Western blot analysis of whole cell lysate (WCL) and co-IP samples of IgG or anti-MDM2 antibody obtained from T24 cells 24 h after transfected with indicated plasmids. **b.** Western blot analysis of WCL and co-IP samples of IgG or anti-MDM2 antibody obtained from T24 cells 24 h after treated with or without 10 μM SP600125. **c.** Western blotting analysis of ubiquitin co-IP samples of anti-p53 antibody in T24 cells 24h after transfected with indicated plasmids. **d.** Western blotting analysis of ubiquitin co-IP samples of anti-p53 antibody in T24 cells 48h after transfected with indicated siRNAs. **e.** Western blotting analysis of ubiquitin co-IP samples of anti-p53 antibody in T24 cells 24h after treated with or without 10 μM SP600125. **f.** Western blot analysis of WCL and co-IP samples of IgG or anti-Flag antibody obtained from T24 cells 24 h after transfected with indicated plasmids. The cells were treated with 20μM MG132 for 6 hours before they were harvested. **g.** Western blotting analysis of ubiquitin co-IP samples of anti-Flag antibody in T24 cells 24h after transfected with indicated plasmids. The cells were treated with 20μM MG132 for 6 hours before they were harvested.

As MDM2-p53 complex is a prerequisite for p53 proteasome-dependent degradation, we measured the levels of ubiquitin binding to p53 under different JNK2 conditions. The amount of ubiquitin binding to p53 was significantly decreased in JNK2-overexpressing T24 cells (Figure 3c). Furthermore, ubiquitin binding to p53 increased when JNK2 was suppressed by siJNK2 or SP600125 (Figure 3d and Figure 3e). These results indicate that JNK2 prevents p53 from MDM2-dependent ubiquitination by blocking the MDM2-p53 complex formation.

Since our results indicate that JNK2 promotes p53 stability through phosphorylation of p53 at Thr81 (Figure 2e, 2f), and that phosphatase treatment increases the MDM2-p53 interaction (Supplementary Figure S3), we constructed a p53 Thr81Ala mutant to determine whether p53 phosphorylation at Thr81 is important for blocking the MDM2-p53 interaction. As shown in Figure 3f, p53 T81A mutant pulled more MDM2 comparing with p53 wild type (wt) control. Moreover, the amount of ubiquitin binding to p53 T81A was increased compared to p53 wt in T24 cells (Figure 3g). These results indicate that p53 phosphorylation at Thr81 is essential for blocking the p53-MDM2 interaction.

### Decreased expression of JNK2 confers resistance to cell death induced by mitomycin C

To determine the role of JNK2 in regulating resistance to mitomycin C (MMC)-induced cell death, we measured apoptosis in T24 cells with suppressed and over-expressed JNK2. Flow cytometry analysis demonstrated that the percentage of apoptotic and necrotic cells was significantly lower in control cells than in JNK2-overexpressed cells (p=0.000, chi-square). Furthermore, the combination of overexpression of JNK2 with mitomycin C synergistically induced cell death and resulted in higher percentage of apoptotic cells than control (p=0.000, chi-square) or MMC group (p=0.000, chi-square) (Figure 4a). On the contrary, JNK2 knockdown decreased apoptosis and necrosis compared to control (p=0.000, chi-square), and siJNK2 combined with mitomycin C resulted in even lower percentage of apoptotic cells than MMC alone (p=0.000, chi-square) (Figure 4b). Consistent with these results, cell proliferation MTS assay further demonstrated that combination of mitomycin C with JNK2 overexpression resulted in greater inhibitory effect on cell viability compared to mitomycin C alone (Figure 4c). Moreover, JNK2-knockdown cells showed significantly higher viability than cells treated with mitomycin C (Figure 4d). Collectively, these data suggest that decreased expression of JNK2 confers resistance to cell death induced by mitomycin C. To determine whether the JNK2 function in regulating mitomycin C resistance is p53-dependent, we knocked down p53 and measured cell viability. MTS assay demonstrated that the synergistic effect of JNK2 and mitomycin C was reversed by p53 suppression in 5637 cells (Figure 4e). These data indicate that the resistance induced by JNK2 suppression is p53 dependent.

**Figure 4:**
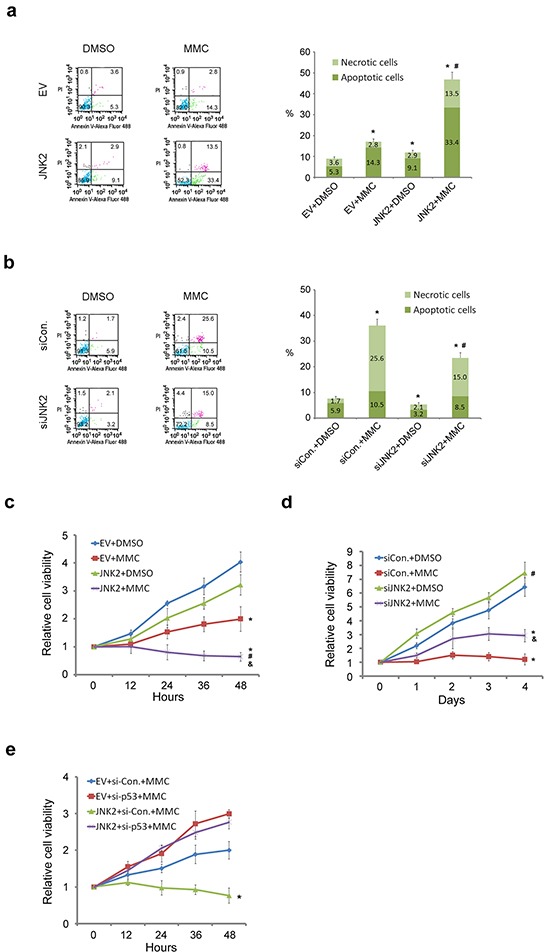
Decreased expression of JNK2 confers resistance to cell death induced by MMC (**a.** and **b**.) Flow cytometry (FCM) analysis of apoptotic and necrotic T24 cells. Cells were transfected with indicated plasmids (24h) or siRNAs (48h), then treated with or without 100ug/ml mitomycin C (MMC) for 12h before dual-stained by Annexin V-Alexa Fluor 488 and PI solution. Stained cell suspension was analyzed by FCM. *: p<0.001 vs. control group; #: p<0.001 vs. EV+MMC group. (**c** and **d**) MTS assay analysis of T24 cells proliferation. Cells were transfected with indicated plasmids (24h) or siRNAs (48h) before treated with or without 100ug/ml MMC for 12h followed by MTS assay. *: p<0.05 vs. Group 1; #: p<0.05 vs. Group 2; &: p<0.05 vs. Group 3. **e.** MTS assay analysis of 5637 cells proliferation. Cells were transfected with indicated plasmids (24h) or siRNAs (48h) before treated with 100ug/ml MMC for 12h followed by MTS assay. *: p<0.05 vs. JNK2+si-P53+MMC group.

### Lower JNK2 expression is associated with worse clinical outcome in radical cystectomy patients

The characteristics of patients who underwent operations are shown in Tables 1 and 2. In patients who underwent radical cystectomy (RC), the mean overall survival time of lower JNK2 expression group was 42.7±4.2months, which was markedly lower compared to the higher JNK2 expression group (58.6±2.9months) (p=0.041, Log-rank test) (Figure 5a). In patients who underwent transurethral resection of bladder tumor (TURBT), the mean recurrence-free survival time of the lower JNK2 expression group was 37.2±4.2 months, which was lower than the higher JNK2 expression group (41.7±2.6months); however, there was no statistical significance (p=0.182, Log-rank test) (Figure 5b). Cox hazard regression analysis showed that the Hazard Ratio (HR) is 0.516 (95%CI: 0.303-0.930). These data indicate that lower expression of JNK2 is associated with worse clinical outcome in RC patients.

**Table 1:** Characteristics of patients who underwent RC

Characteristics	JNK2		p value
	Low (n=27)	High (n=17)	
Age (yr)	63.6±11.1	66.8±11.0	0.303
Gender			0.359
male	25	14	
female	2	3	
Tumor grade			0.186
Low grade	2	4	
High grade	25	13	
pT stage			0.525
T1	7	4	
T2	16	13	
T3	2	0	
T4	2	0	
Lymph node status			0.455
N0	21	15	
N1, N2	6	2	
Metastasis	0	0	-

All patients who needed adjuvant chemotherapy or radiotherapy according to AUA guidelines completed these therapies.

**Table 2:** Characteristics of patients who underwent TURBT

Characteristics	JNK2		p value
	Low (n=19)	High (n=41)	
Age (yr)	72.0±10.7	67.3±14.8	0.228
Gender			
male	15	33	1.000
female	4	8	
Tumor grade			**0.013**
Low grade	6	27	
High grade	13	14	
Multifocality			0.155
Yes	13	20	
No	6	21	
Tumor size			0.194
<3 cm	17	30	
≥3cm	2	11	
pT stage			0.116
Ta	10	30	
T1	9	11	
Pedicle			**0.016**
Yes	11	36	
No	8	5	

All patients completed intravesical instillation chemotherapy according to AUA guidelines.

**Figure 5:**
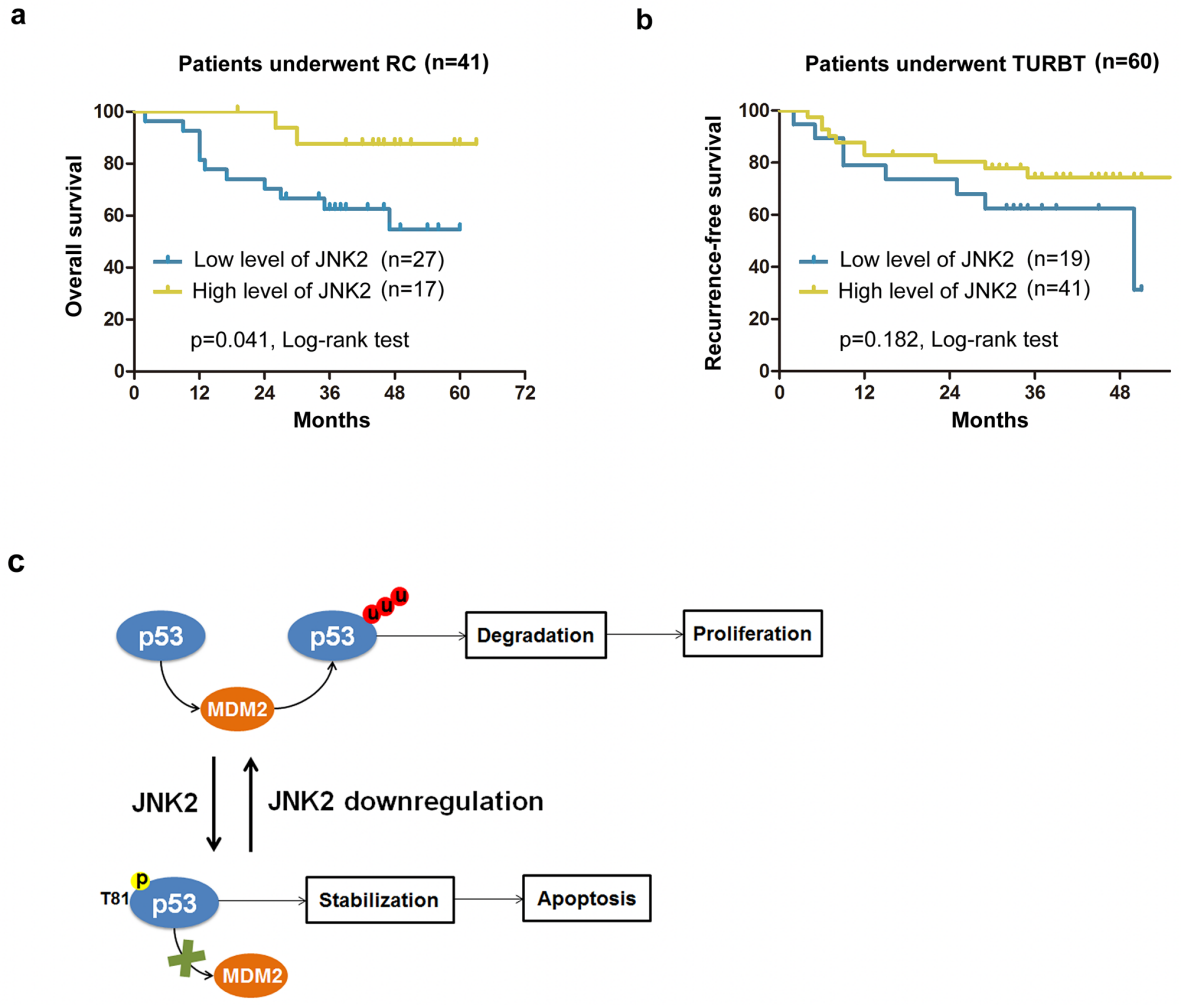
Survival analysis for patients with different expression levels of JNK2 **a.** Kaplan-Meier analysis of overall survival of patients underwent RC (Radical cystectomy) in different JNK2 conditions. **b.** Kaplan-Meier analysis of recurrence-free survival of patients underwent TURBT (Transurethral resection of bladder tumor) in different JNK2 conditions. HR=0.516 (95%CI: 0.303-0.930). **c.** A hypothetical model depicts that JNK2 serves as a tumor suppressor in bladder cancer, and that decreased JNK2 expression promotes bladder tumorigenesis.

## DISCUSSION

Our findings suggest that JNK2 serves as a tumor suppressor in bladder cancer, and that decreased JNK2 expression promotes bladder tumorigenesis (Figure 5c). JNK2 protects p53 from MDM2 mediated degradation through phosphorylation at Thr81. Cell death induced by MMC can be attenuated by downregulation of JNK2 in T24 cells. Additionally, we found that lower expression of JNK2 is associated with poorer overall survival among patients who underwent RC.

The role of JNK2 in tumors is still controversial. Studies suggest that the actions of JNK2 is pro-tumorigenic multiple myeloma, glioblastoma, epidermal neoplasia, lung cancer, and breast cancer [9, 19–22]. However, in some lung and breast cancers, JNK2 appears to function as a tumor suppressor [23, 24]. Our study demonstrates that JNK2 also serves as tumor suppressor in bladder cancer. The GEM data from our rat bladder cancer model suggest that *MAPK9* gene is down-regulated in rat bladder tumors as compared with normal bladder tissues, which is consistent with results from other human gene expression data sets (http://www.ncbi.nlm.nih.gov/geo/, GSE13507; https://www.oncomine.org/, TCGA bladder, reporter: 05-179622439). How can JNK2 exert opposing effects, sometimes even within the same cancer type? Tumor stage-specific actions and different splice variants of JNK2 provide a partial explanation to this apparent paradox [25, 26]. JNKs are frequently activated by stress stimuli, such as cytokines, ultraviolet irradiation, heat shock, and osmotic shock [27]. Our orthotopic rat model of bladder cancer was induced by transurethral instillation of MNU, a carcinogenic stimulus, and the presence of carcinogenic chemicals in the urine is an important risk factor for human bladder cancer [28]. We therefore envision that bladder epithelial cells under stress require higher expression of JNK2 to stabilize p53, which can repair or remove impaired cells. As a result, JNK2 downregulation leads to bladder tumorigenesis.

P53 is maintained at low levels through ubiquitination and proteasomal degradation mediated mainly by the RING-finger type E3 ligase MDM2. MDM2 and p53 interact sequentially at several points of contact. A p53-binding domain in the N-terminus of MDM2 serves as a docking site for three residues in the N-terminus of p53: Phe19, Trp23 and Leu26 [29]. This high-affinity interaction leads to a conformational shift that permits the acidic domain of MDM2 to associate with the Box IV/V region of p53. This brings p53 into contact with RING domain of MDM2, leading to its ubiquitination [30]. Our findings suggest that JNK2 phosphorylation of p53 at Thr81 blocks MDM2 binding, thus reducing p53 binding to ubiquitin and, ultimately, its degradation. Buschmann et al. identified Thr81 of p53 as a JNK phosphorylation site in 293T cells [31]. However, Oleinik et al. found that p53 is directly phosphorylated by JNK2 at Ser6 in lung cancer cells [23], which is consistent with the idea that JNK2 plays different roles in different tumor types. The Thr81 phosphorylation site is not one of the N-terminus sites (Phe19, Trp23 and Leu26) or in the Box IV/V region (Ser261-Phe270) of p53. We therefore hypothesize that p53 phosphorylation at Thr81 by JNK2 produces a conformational shift that prevents p53 from binding to MDM2.

An important reason of poor clinical outcome in bladder cancer is that tumor cells become resistant to chemotherapy. In our experiments, downregulation of JNK2 inhibited p53-induced apoptotic signaling and conferred resistance to MMC-induced cell death in T24 cells. Moreover, in RC patients, overall survival time in the lower JNK2 group was significantly worse than that in the higher JNK2 group (Figure 5a). In TURBT patients, recurrence-free survival time in the lower JNK2 group also tended to be lower than in the higher JNK2 group, though the difference was not statistically significant (Figure 5b). Cox hazard regression analysis showed the HR to be 0.516 (95%CI: 0.303-0.930), implying a lower recurrence hazard in the higher JNK2 group. We should also note that in this set of TURBT patients, the overall JNK2 level was relatively high (Figure 1e), which may lead to an indistinguishable difference in recurrence rates in small samples. To show the outstanding impact on clinical outcomes of decreasing JNK2, more cases and longer follow-up will be needed in our future studies.

In sum, our data demonstrate that JNK2 is a tumor suppressor in bladder cancer, and that JNK2 downregulation promotes bladder tumorigenesis (Figure 5c). JNK2 protects p53 from MDM2-mediated degradation through phosphorylation at Thr81. Downregulation of JNK2 confers resistance to cell death induced by MMC in vitro, and lower expression of JNK2 is associated with poorer overall survival among patients who underwent RC. Collectively, our results suggest the JNK2 pathway could serve as an attractive target for therapeutic management of bladder cancer.

## MATERIALS AND METHODS

### Plasmids and reagents

The mammalian expression vectors for Flag-JNK2, Flag-p53-wt and HA-Ubiquitin were purchased from Addgene. Flag-p53-T81A was generated by site-specific mutagenesis (Stratagene). Antibodies used were anti-JNK2 (Abcam), anti-phospho-JNK (Abcam), anti-p53 (Abcam), anti-phospho-p53-Thr81 (Cell Signaling Technology), anti-phospho-p53-Ser6 (Cell Signaling Technology), anti-MDM2 (Santa Cruz Biotechnology), anti-Bcl2 (Cell Signaling Technology), anti-Bcl2 (Cell Signaling Technology), anti-Cleaved Caspase-3 (Cell Signaling Technology), anti-β-actin (Sigma-Aldrich), anti-Flag (Sigma-Aldrich) and anti-HA (Covance). SP600125 and MG132 were purchased from Selleck Chemicals, and mitomycin C was purchased from Calbiochem.

### Cell lines, cell culture, and transfection

T24 and 5637 cells were purchased from the Shanghai Cellular Institute, Chinese Academy of Science, and incubated in RPMI-1640 (HyClone) medium containing 10% fetal bovine serum (FBS) (Gibco) in a humidified chamber with 5% CO_2_ at 37°C. Transfections were performed by using Lipofectamine2000 (Invitrogen). Approximately 75–90% transfection efficiencies were routinely achieved.

### RNA interference

Non-specific control siRNA and siRNA for human JNK2 were purchased from Santa Cruz Biotechnology. Cell transfection was performed following the manufacturer's instruction. Lentivirus-based control and gene-specific shRNAs were purchased from Sigma-Aldrich (St. Lois, MO).

### Immunoprecipitation (IP) and western blotting

For IP, cells were harvested and lysed in cell lysis buffer (50 mM Tris-HCl, pH 7.5, 150 mM NaCl, 1% Nonidet P-40, 0.5% sodium deoxycholate and 1% protease inhibitor cocktails, Sigma-Aldrich) using glass dounce homogenizer. Cell lysates were centrifuged and the supernatant was incubated with indicated antibodies and protein-G beads (Invitrogen) at 4°C overnight. The beads were washed five times with cell lysis buffer and the precipitated proteins were subjected to further analysis. For western blotting, protein samples were prepared in modified RIPA buffer (1×PBS, 1% NP-40, 0.1% SDS and 1% protease inhibitor cocktail). Equal amounts of protein (50 ~ 100 μg) from cell lysates were denatured in sample buffer (Invitrogen), subjected to SDS-polyacrylamide gel electrophoresis, and transferred to nitrocellulose membranes (Bio-Rad). The membranes were immunoblotted with specific primary antibodies, horseradish peroxidase-conjugated secondary antibodies, and visualized by Super Signal West Pico Stable Peroxide Solution (Thermo Scientific).

### Ubiquitination assays

HA-ubiquitin was co-transfected with Flag-JNK2 or siJNK2 in T24 cells. The cells were treated with 20 μM MG132 (Selleck) for 6 hours before they were harvested. Cell extracts were immunoprecipitated with anti-p53 antibody. The HA-ubiquitin-p53 complex was detected by immunoblotting with the anti-HA antibody.

### Cell proliferation assay (MTS)

Cell growth was monitored by absorbance using the MTS assay according to manufacturer's instructions (Promega). Briefly, cells were plated in 96-well plates at a density of 1,000 cells per well. At the indicated times, 20 μl of CellTiter 96AQueous One Solution Reagent (Promega) was added to cells, and after 60-min incubation at 37°C, cell growth was measured in a microplate reader at 490 nm.

### Apoptosis analysis

A Vybrant Apoptosis Kit (Invitrogen) was used to measure cell apoptosis as described previously [15]. Briefly, 5 μL of Alexa Fluor 488 Annexin V and 1 μL of PI solution (100μg/mL) were added to 100 μL of cell suspension (10^6^cells/mL) and incubated for 15 min at room temperature. The stained cell suspension was analyzed by flow cytometry using FACSCalibur System (BD).

### Orthotopic rat model of bladder cancer

An orthotopic rat model of bladder cancer was established as described previously [16]. Briefly, SD rats were intravesically instilled with 20 mg/ml MNU once per week for 10 weeks. The tumor growth in bladders was monitored by CT scanning, and the pathologic type was confirmed as bladder transitional cell carcinoma (BTCC) by H&E staining.

### Gene expression microarray (GEM)

Total RNA was extracted using TRIZOL Reagent (Life technologies, Carlsbad, CA) from 3 normal and 3 tumor tissues from orthotopic rat bladder cancer model. RNA integrity was checked by an Agilent Bioanalyzer 2100 (Agilent technologies, Santa Clara, CA). Total RNA was amplified, labeled and purified by using GeneChip 3′IVT Express Kit (Affymetrix, Santa Clara, CA) to obtain biotin-labeled cRNA. Array hybridization and washings were performed using GeneChip Hybridization, Wash and Stain Kit (Affymetrix, Santa Clara, CA) in Hybridization Oven 645 (Affymetrix, Santa Clara, CA) and Fluidics Station 450 (Affymetrix, Santa Clara, CA). Slides were scanned by GeneChip Scanner 3000 (Affymetrix, Santa Clara, CA) and Command Console Software 3.1 (Affymetrix, Santa Clara, CA) with default settings. Raw data were normalized by MAS 5.0 algorithm, Gene Spring Software 11.0 (Agilent technologies, Santa Clara, CA). Data obtained from these gene expression studies are deposited in the Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo/) with the GEO accession number GSE76702.

### Real time quantitative RT-PCR (qRT-PCR)

Total RNA was isolated from tissues and cDNA was synthesized using the Super-Script kit from Invitrogen. Two-step real-time polymerase chain reaction (PCR) was performed using the SYBR Green Mix (BioRad) and iCycleriQTM detection system (Bio-Rad). Forward and reverse primers were used at a final concentration of 200 nM. The expression of *GAPDH* gene in each sample was used as an internal control. The primers for p53 were: Forward, 5′-ATG GAG GAG CCG CAG TCA GAT-3′; reverse, 5′-GCA GCG CCT CAC AAC CTC CGT C-3′.

### Human bladder tissue specimen and tissue microarray (TMA)

Forty-four BTCC patients who underwent radical cystectomy (RC) and 60 patients who underwent TURBT in Xinhua Hospital, Shanghai Jiao Tong University School of Medicine from January 2010 to December 2012 were enrolled in study. Patients with other malignant tumors or TURBT patients without following intravesical chemotherapy were excluded from the study. The tumor tissues and paired adjacent normal tissues (ANTs, 2 cm from tumor) from total of 44 RC patients were analyzed by tissue microarray (TMA) by Outdo biotechnology, Shanghai, China.

In addition, tumor tissues and paired ANTs were obtained from 28 patients who underwent RC from November 2014 to September 2015 in the same hospital. All 28 patients were diagnosed as MIBC by pathology. The tissues were stored in−80°C for later analyses by western blotting and real time qRT-PCR.

The protocols were approved by the Ethics Committee of Xinhua Hospital, Shanghai Jiao Tong University School of Medicine.

### Immunohistochemistry (IHC) and staining scoring

Tissue slides were deparaffinized through xylene and hydrated by graded alcohols after incubation at 60°C for 1 hour. Antigen retrieval by heat mediation was performed with Antigen Unmasking Solution (Vector Labs). The slides were incubated with JNK2 rabbit monoclonal antibody diluted 1:200 (Abcam) at 4°C overnight, followed by incubation with a peroxidase-conjugated goat anti-rabbit IgG (Alexa Fluor, Life technologies). The slides were visualized with Vectastain ABC kit (Vector Labs) and counterstained with hematoxylin. Control sections were incubated without the primary antibody. Staining intensity was graded/scored in a blinded fashion: 0 = no staining at 100× magnification; 1 = weak staining at 100× magnification, but little or no staining at 40×magnification; 2 = medium staining at 40×magnification; 3 = strong staining at 40×magnification. Staining percentage was also graded/scored in a blinded fashion: 1 = positive area less than 25% of the whole tissue; 2 = positive area less than 50% of the whole tissue but more than 25%; 3 = positive area less than 75% of the whole tissue but more than 50%; 4 = positive area more than 75% of the whole tissue. Staining index (SI) was obtained by multiplying values of staining percentage and intensity.

### Patients and survival analysis

Forty-four RC patients and 60 TURBT patients mentioned above were followed up from January 2010 to April 2015. Overall survival times and recurrence-free survival times were obtained. The patients were divided into 2 groups according to SI of JNK2 IHC. The SI of lower JNK2 expression group is from 0 to 5, and higher group is from 6 to 12. Log-rank test was applied and 95% confidence intervals were determined. Data were analyzed using GraphPad Prism 5.

### Statistical analysis

All experiments were done in triplicates. The chi-square test was used to compare the rates among groups. Descriptive results of continuous variables were expressed as mean ± standard deviation and assessed by Student's t test or 1-way ANOVA. The Kaplan-Meier method was used to calculate time dependent outcomes and differences were reassessed with the log rank statistic. Statistical significance was set as p<0.05. Analyses were performed with SPSS19.0.

## SUPPLEMENTARY FIGURES

# Supplementary material for: JNK2 downregulation promotes tumorigenesis and chemoresistance by decreasing p53 stability in bladder cancer
**Source:** Oncotarget. 2016 Apr 27;7(23):35119–31. doi: 10.18632/oncotarget.9046
**Supplement:** Supplementary file 1

## SUPPLEMENTARY FIGURES

## Pathway distribution (tumor vs. normal)

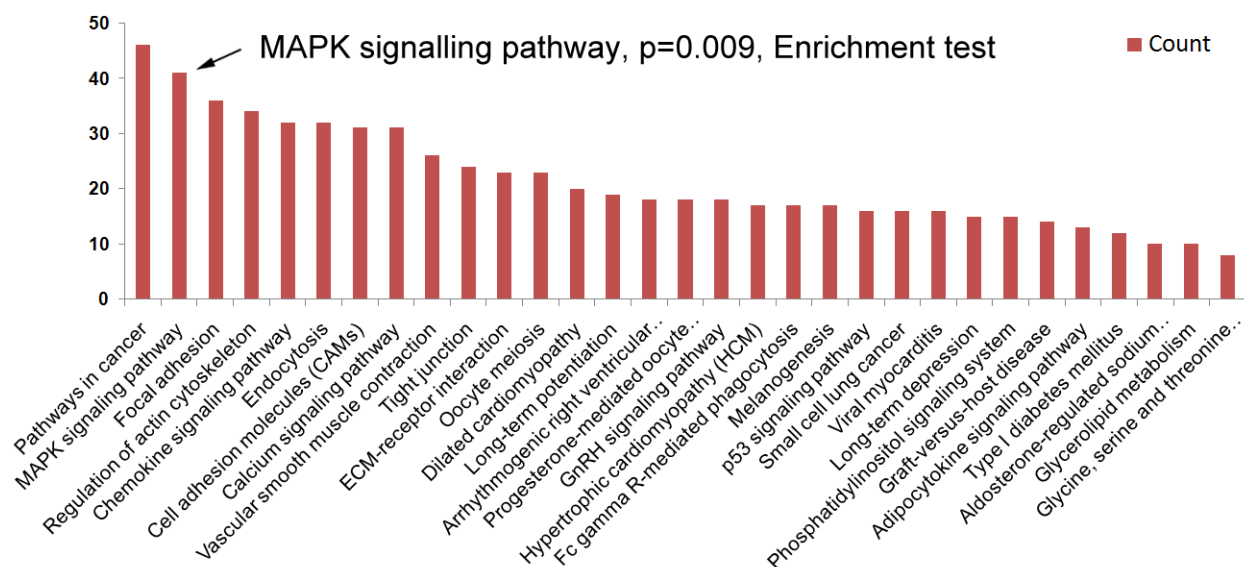

**Supplementary Figure S1: Pathway analysis.** From: Gene expression microarray of orthotopic rat model of bladder cancer. The significant Pathway category for changed genes between the tumor and normal groups. The horizontal axis is the pathway names, and the vertical axis is the enrichment of pathways. P value  $< 0.05$  was used as a threshold to select significant pathway categories.

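The lists of detoxification, protein folding stress, DNA repair and sugar breakdown passed camera as higher in tumors with a preset correlation only. Of 31 genes of xenobiotic and antioxidant defence, 14 rose and 3 fell (16 and 5 adjusted over the list alone). Gpx2, a glutathione peroxidase of epithelia, rose by 5.61 on the log2 scale (SE 0.29, n = 3 arrays per group, adjusted p = 0.00043 from limma), and Akr1b8, an aldo-keto reductase, rose by 4.59 (SE 0.34, adjusted p = 0.0016). Of 24 genes of glycolysis and hypoxia, 13 rose and 5 fell, also when adjusted over the list alone. Slc2a1, a glucose transporter, rose by 3.08 (SE 0.25, adjusted p = 0.0018) and Eno1, a glycolytic enolase, by 1.59 (SE 0.16, adjusted p = 0.0031), while Pfkp, a phosphofructokinase, fell by 1.56 (SE 0.33, adjusted p = 0.021; lost without any 1 of the normal samples, up to 0.0871). Among heat shock and unfolded protein response genes, 8 of 23 rose and 0 fell, also when adjusted over the list alone, among them Asns, an asparagine synthetase (1.53, SE 0.19, adjusted p = 0.0047). Genes that repair alkylation damage, the kind of lesion MNU makes, had 8 of 23 members higher and 0 lower (9 and 0 adjusted over the list alone). Of 34 genes of mitochondrial respiration, 3 rose and 1 fell (2 and 1 adjusted over the list alone). The 1 that fell was Idh2, a mitochondrial isocitrate dehydrogenase (fell by 1.98, SE 0.15, adjusted p = 0.0016). By camera with a preset correlation, the adjusted p was 0.0093 for xenobiotic defence, 0.029 for glycolysis, 0.0021 for heat shock and 0.0035 for DNA repair. With an estimated correlation, the adjusted p was 0.507, 0.568, 0.245 and 0.596, in that order. Mitochondrial respiration did not pass camera, though it did, as higher, without tumor 1. Its camera direction turned to lower after quantile normalization and without tumor 2. At the thresholds printed on the heat map, xenobiotic defence (11 higher and 2 lower) and glycolysis (7 higher and 4 lower) were enriched (adjusted Fisher's exact p = 0.00088 and 0.00094), while heat shock (2 of 23 higher) and DNA repair (4 of 23 higher) did not pass (adjusted Fisher's exact p = 0.936 and 0.694). Glycolysis lost its call when arrays were centred on their medians (adjusted p = 0.113). Leaving out tumors 1, 2 and 3 and normal samples 1, 2 and 3 in turn left 21, 14, 13, 11, 10 and 9 changed genes of xenobiotic defence and 20, 14, 11, 6, 5 and 6 of glycolysis. In the same order, 11, 5, 3, 1, 1 and 2 heat shock genes, 15, 4, 3, 2, 0 and 2 DNA repair genes and 11, 2, 1, 1, 1 and 1 mitochondrial genes changed.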

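The lists of apoptosis regulators and of inflammatory chemokines passed camera as higher in tumors with a preset correlation only. Cdkn1a, which encodes the cell cycle inhibitor p21, rose by 1.59 on the log2 scale (SE 0.17, n = 3 arrays per group, adjusted p = 0.0033 from limma), Gtse1, a cell cycle gene, rose by 2.62 (SE 0.29, adjusted p = 0.0036) and Sesn1, a stress-induced sestrin, fell by 1.35 (SE 0.16, adjusted p = 0.0040). Mdm2, a ubiquitin ligase, rose by 1.03, 1.38 and 1.29 on its 3 probe sets (adjusted p = 0.0053, 0.012 and 0.0023). Cdkn2a, which encodes the cell cycle inhibitor p16, rose by 3.32 (SE 0.60, adjusted p = 0.013), a fold that is uncertain because its mean in normal bladder lies under the limit of 50. Rb1, the retinoblastoma gene, fell by 0.73 (SE 0.16, adjusted p = 0.023). Of 25 apoptosis regulators, 9 rose and 0 fell (13 and 0 adjusted over the list alone), among them Bcl2a1, an inhibitor of apoptosis (2.41, SE 0.25). Of 38 chemokines and inflammatory cytokines, 16 rose and 3 fell (18 and 4 adjusted over the list alone), with Ccl20, which attracts lymphocytes and dendritic cells, at least 15.8-fold higher. By camera with a preset correlation, the adjusted p was 0.0019 for apoptosis and 0.0073 for chemokines, and with an estimated correlation the adjusted p was 0.498 for both. At the thresholds printed on the heat map, 7 apoptosis regulators were higher and 0 lower (adjusted Fisher's exact p = 0.137). The call of Cdkn2a was lost without tumor 3 or normal sample 1 or 2 (adjusted p up to 0.0599), and that of Rb1 without tumor 2 or any 1 of the normal samples (up to 0.0915). Leaving out tumors 1, 2 and 3 and normal samples 1, 2 and 3 in turn left 12, 4, 4, 2, 2 and 3 changed apoptosis genes and 24, 16, 9, 9, 8 and 8 chemokines.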

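The lists in this paragraph did not pass camera in tumors against normal bladder with all arrays and values as deposited. Focal adhesion genes passed as lower after quantile normalization, with arrays centred on their medians and without tumor 1, and matrix proteases as higher without tumor 2 or normal sample 1 or 3. Of 42 focal adhesion and integrin genes, 8 rose and 12 fell (11 and 19 adjusted over the list alone), with a median log2 fold change of -0.55. The largest falls were Lims2, an adaptor of integrin-linked kinase (fell by 4.81, SE 1.27, adjusted p = 0.041), and Tns1, a tensin (fell by 3.15, SE 0.76, adjusted p = 0.032), which lost their calls without tumor 2 or 3 or any 1 of the normal samples (adjusted p up to 0.126). Lamb3 and Lama3, subunits of the laminin under epithelia, rose by 2.38 (SE 0.31, adjusted p = 0.0054) and 2.01 (SE 0.28, adjusted p = 0.0065) on the log2 scale, n = 3 arrays per group, by limma. Of 27 matrix proteases and inhibitors, 11 rose and 2 fell (11 and 4 adjusted over the list alone), and Serpinb2 rose most, while Adamts5, which cleaves aggrecan, fell by 2.22 (SE 0.36, adjusted p = 0.0098). The list of epithelial to mesenchymal transition had 6 of 19 genes higher and 4 lower (6 and 5 adjusted over the list alone). Mmp9, a gelatinase, was at least 5.93-fold higher, and Cdh2, which encodes N-cadherin, fell by 2.91 (SE 0.36, adjusted p = 0.0047). Of 30 interferon response genes, 4 rose and 3 fell (7 and 4 adjusted over the list alone), with Ifit3 higher by 2.54 (SE 0.29) and the transcription factor gene Irf8 by 1.56 (SE 0.16), and Mx2 lower by 1.47 (SE 0.41, adjusted p = 0.047; lost without tumor 2 or 3 or any 1 of the normal samples, up to 0.142). Of 28 immediate early genes, 4 rose and 3 fell (8 and 3 adjusted over the list alone), and Fosl1, an AP-1 subunit, was at least 7.14-fold higher, while Klf2, a transcription factor gene, fell by 1.77 (SE 0.40, adjusted p = 0.025; lost without tumor 3 or any 1 of the normal samples, up to 0.0906). Of 25 bladder cancer driver genes, 5 rose and 3 fell (5 and 4 adjusted over the list alone), among them Elf3, an epithelial transcription factor (2.58, SE 0.38), and Pik3ca, a catalytic subunit of PI3K (fell by 0.92, SE 0.11). At the thresholds printed on the heat map, matrix proteases (10 higher and 2 lower) and transition genes (5 higher and 4 lower) were enriched (adjusted Fisher's exact p = 0.00088 and 0.0023), while interferon, immediate early and driver genes did not pass (adjusted Fisher's exact p = 0.446, 0.203 and 0.731). Matrix proteases and driver genes passed fry as higher (adjusted p = 0.0041 and adjusted p = 0.046). Leaving out tumors 1, 2 and 3 and normal samples 1, 2 and 3 in turn left 31, 9, 11, 6, 6 and 6 changed focal adhesion genes, 12, 3, 6, 2, 2 and 2 interferon genes and 14, 3, 3, 3, 2 and 3 immediate early genes. In the same order, 20, 15, 11, 11, 11 and 11 matrix protease genes, 15, 6, 5, 6, 5 and 5 transition genes and 12, 6, 5, 3, 3 and 6 driver genes changed.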

**a**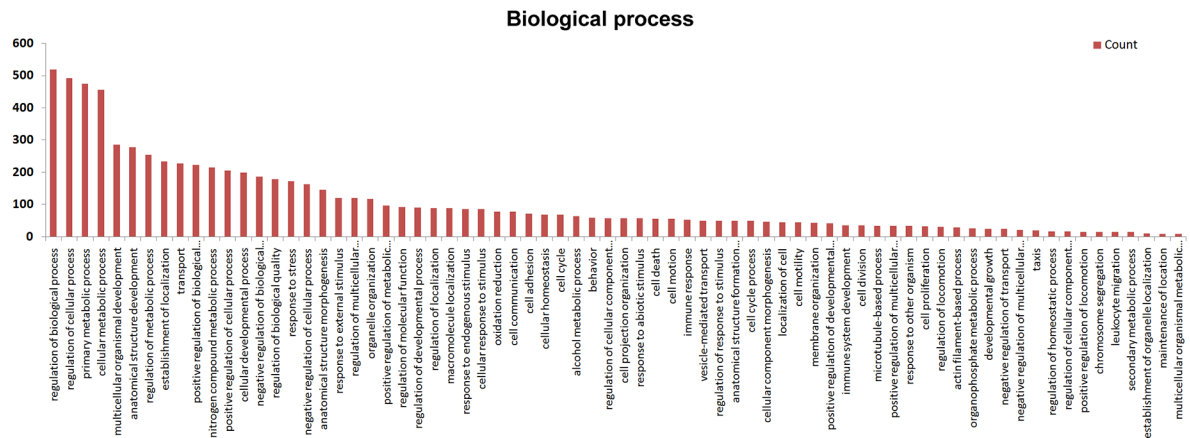**b**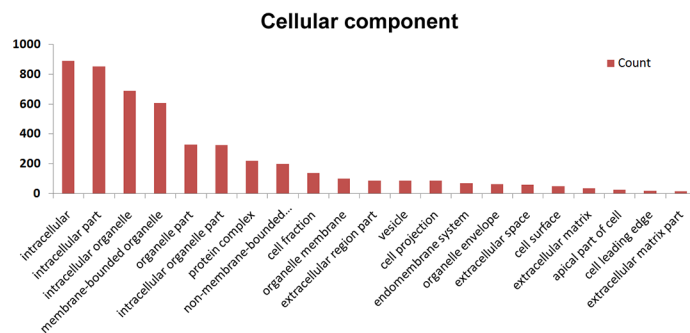**c**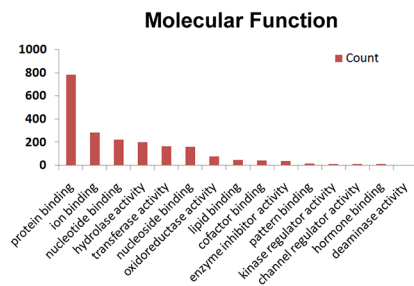

**Supplementary Figure S2: Gene ontology (GO) analysis.** From: Gene expression microarray of orthotopic rat model of bladder cancer The significant GO category for changed genes between the tumor and normal groups. The horizontal axis is the GO terms, and the vertical axis is the enrichment of GO. P value<0.05 was used as a threshold to select significant GO categories. **a.** GO analysis of mRNAs according to biological process. **b.** GO analysis of mRNAs according to cellular component. **c.** GO analysis of mRNAs according to molecular function.

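Among markers of the bladder's other cell types, the lists of connective tissue and nerve passed camera as lower, and those of neutrophils, macrophages and antigen presentation as higher, with a preset correlation only. Of 34 genes of fibroblasts and extracellular matrix, 4 fell and 0 rose (0 and 0 adjusted over the list alone), with a median log2 fold change of -2.10. Against the mean of normal bladder, the median shift of this list was -0.16 in tumor 1, -3.81 in tumor 2 and -2.58 in tumor 3. Of 19 nerve and Schwann cell genes, 1 rose and 7 fell (1 and 11 adjusted over the list alone), and Nefl, a neurofilament of axons, fell by 5.30 (SE 0.64, n = 3 arrays per group, adjusted p = 0.0044 from limma), a fold that is uncertain because its tumor mean lies under the limit of 50. Of 14 neutrophil genes, 7 rose and 0 fell (10 and 0 adjusted over the list alone). The calprotectin gene S100a8 was at least 52.1-fold higher and its partner S100a9 rose by 6.75 on the log2 scale (SE 0.79, adjusted p = 0.0040). Of 28 leukocyte and macrophage genes, 9 rose and 0 fell, also when adjusted over the list alone, with Itgax, an integrin of myeloid cells, at least 8.63-fold higher. Of 18 genes of MHC and antigen presentation, 7 rose and 0 fell (9 and 0 adjusted over the list alone), and RT1-Bb, a class II gene, was at least 21.8-fold higher, a call that the mean of its probe sets did not pass. By camera with a preset correlation, the adjusted p was 4.7e-06 for fibroblasts, 0.0077 for nerve, 4.3e-05 for neutrophils, 0.023 for leukocytes and 0.0077 for MHC. With an estimated correlation, the adjusted p was 0.604, 0.498, 0.245, 0.714 and 0.245, in that order. At the thresholds printed on the heat map, fibroblast genes (3 of 34 lower), nerve genes (6 of 19 lower), leukocyte genes (7 of 28 higher) and MHC genes (3 of 18 higher) did not pass (adjusted Fisher's exact p = 0.936, 0.114, 0.203 and 0.731). Fibroblasts and leukocytes did not pass fry either (adjusted p = 0.198 and adjusted p = 0.132). Leukocytes lost their call without tumor 1 (adjusted p = 0.405). Leaving out tumors 1, 2 and 3 and normal samples 1, 2 and 3 in turn left 31, 2, 1, 0, 0 and 0 changed fibroblast genes, 14, 2, 2, 2, 2 and 2 nerve genes, 13, 10, 5, 4, 2 and 3 leukocyte genes and 9, 5, 2, 1, 2 and 2 MHC genes.

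**Figure D3:**
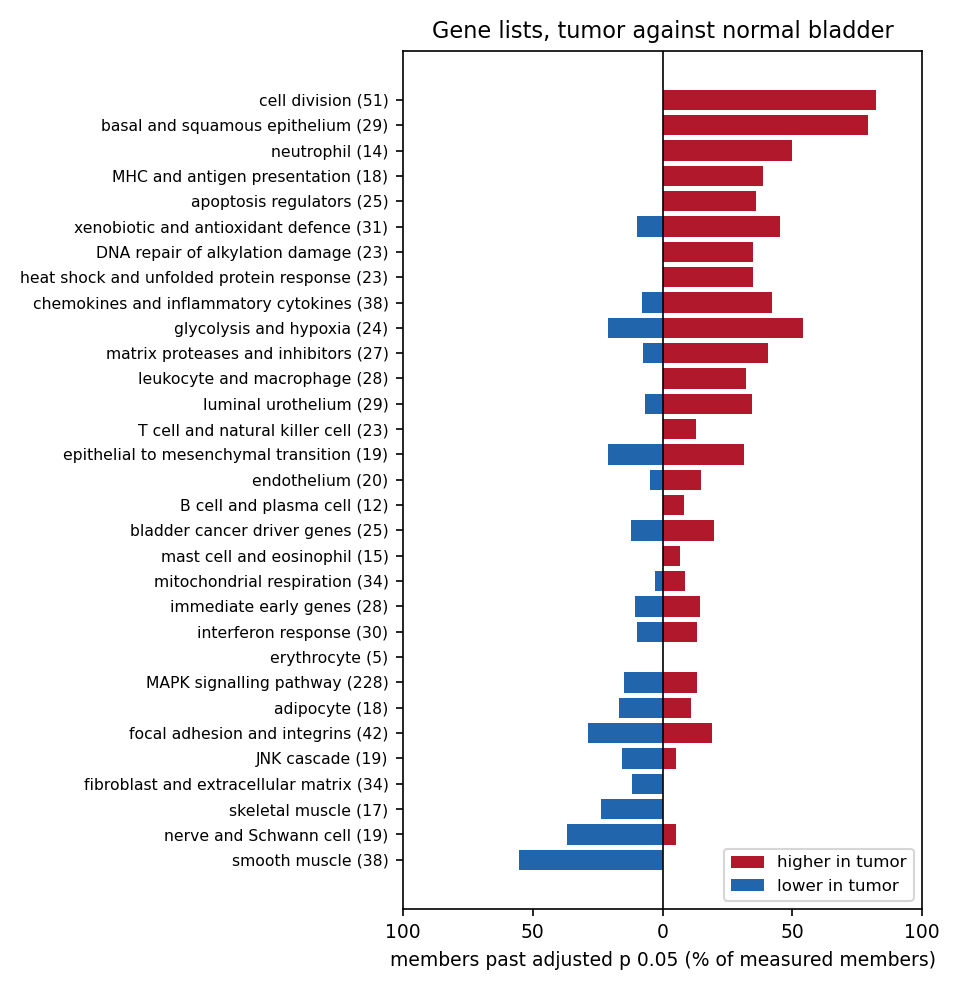
Percent of the measured members of each gene list that were higher (right) or lower (left) in tumors than in normal bladder at an adjusted p under 0.05 by limma, n = 3 arrays per group. Cell division and basal and squamous genes lie on the higher side with 42 of 51 and 23 of 29 members, smooth muscle on the lower side with 21 of 38.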

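Luminal urothelium, blood vessels and several rarer cell types had members that changed, but none of their lists passed camera with all arrays and values as deposited. Luminal urothelium passed as higher without tumor 3 or normal sample 1; adipocytes passed as lower with arrays centred on their medians or without normal sample 3, and skeletal muscle with that centring or without tumor 1. Luminal urothelium also passed fry as higher (adjusted p = 0.0066), and at the thresholds printed on the heat map it was enriched (8 higher and 2 lower, adjusted Fisher's exact p = 0.0171), unlike the other lists of this paragraph. Of 29 luminal urothelium genes, 10 rose and 2 fell (14 and 6 adjusted over the list alone), and Elf3 rose most of those changed. The lower members were Krt20, a keratin of umbrella cells (fell by 3.82, SE 0.80, n = 3 arrays per group, adjusted p = 0.021 from limma), and Upk1a, a uroplakin (fell by 1.31, SE 0.36, adjusted p = 0.048). Krt20 lost its call without any 1 of the normal samples (adjusted p up to 0.0803), and Upk1a also without tumor 2 or 3 (up to 0.142). Among endothelial genes, 3 of 20 rose and 1 fell (3 and 3 adjusted over the list alone), with Flt1, a VEGF receptor, higher by 2.37 (SE 0.24, adjusted p = 0.0029) and Vwf by 1.59 (SE 0.23, adjusted p = 0.0074), and Esam, a junction protein, lower by 0.93 (SE 0.24, adjusted p = 0.038; lost without tumor 2 or 3 or any 1 of the normal samples, up to 0.127). The median of the endothelial list was -0.44. Of 17 skeletal muscle genes, 4 fell and 0 rose, also when adjusted over the list alone, and Ckm, the muscle creatine kinase, fell by 3.99 (SE 0.53, adjusted p = 0.0057). Of 18 adipocyte genes, 2 rose and 3 fell, also when adjusted over the list alone. The T cell and natural killer list had 3 of 23 genes higher and 0 lower, also when adjusted over the list alone. Among them was Cd3d, a chain of the T cell receptor complex (adjusted p = 0.010 from limma). The Cd3d call held without each array, but its signal in normal bladder was dim, so no fold is given. Another was Lck, the kinase of the T cell receptor (1.08, SE 0.18, adjusted p = 0.0096; 0.0505 without normal sample 1). The median of that list was -0.00 (0 with dim genes at their bound). Camera put its direction as higher with all arrays and as lower without tumor 1. Of 12 B cell and plasma cell genes, 1 rose and 0 fell, also when adjusted over the list alone: Sdc1, which epithelium expresses too (1.42, SE 0.16). Of 15 mast cell and eosinophil genes, Tpsab1, a mast cell tryptase, alone changed (2.39, adjusted p = 0.036; 0 genes adjusted over the list alone), with a mean in normal bladder under the limit of 50, and lost its call without tumor 2 or any 1 of the normal samples (up to 0.123). Of 5 erythrocyte genes, 0 changed, and 3 did without tumor 1. Leaving out tumors 1, 2 and 3 and normal samples 1, 2 and 3 in turn left 20, 9, 8, 7, 7 and 7 changed luminal genes, 14, 3, 3, 3, 2 and 2 endothelial, 6, 4, 2, 1, 2 and 2 skeletal muscle, 7, 2, 1, 1, 0 and 0 adipocyte and 5, 5, 2, 1, 2 and 2 T cell genes.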

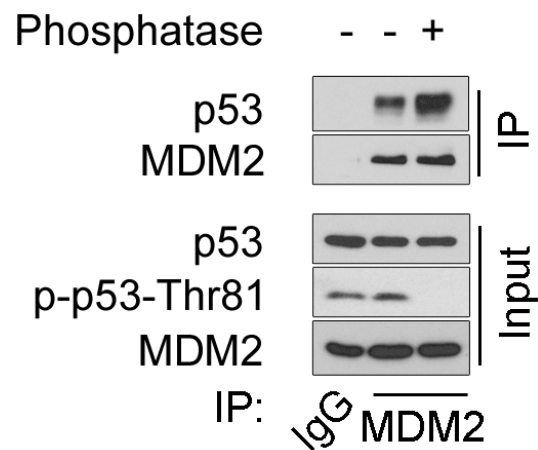

**Supplementary Figure S3: Western blot analysis of T24 WCL and co-IP samples of IgG or anti-MDM2 antibody.** Cell lysates were treated with or without  $\lambda$  phosphatase prior to IP.

How the deposited data were processed for this re-analysis (not part of the article)

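RNA was measured in 9 rat tissue samples on Affymetrix arrays of 31099 probe sets: 3 MNU-induced bladder tumors, 3 adjacent normal tissues of tumor-bearing rats and 3 bladders of separate normal rats. The authors labelled the RNA by 3' in vitro transcription and scanned the arrays with Command Console Software 3.1. They normalized them with the MAS 5.0 algorithm in Gene Spring Software 11.0. The deposited values are log2 signals: tested on the values themselves, the mean linear signal after trimming 2% at either end came to the same level on each array. No log transformation or scaling was added in the main analysis.

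The 57 array controls were left out of the tests, which leaves 31042 probe sets. The array annotation names 1 gene for 20826 probe sets, several genes for 436 and none for 9780. The last 2 kinds were tested as probe sets but stand for no gene. For each of the 14217 genes, the brightest probe set over the 9 arrays was used, and 4525 genes have more than 1. Bax and Mapk10 have no probe set of their own in the annotation used and are not analysed here. Certain other genes, and the lists and alternatives that concern them, are not reported here.

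R 4.3.3 and limma 3.58.1 were used. Each pair of groups was fitted by itself with lmFit and eBayes with a mean-variance trend, and p-values were adjusted by Benjamini-Hochberg over the tested probe sets, with a threshold of 0.05. Because tumors and adjacent tissues come from the same rats, the 3 groups were not fitted together. For Mapk9, Mapk8, Mdm2 and Bcl2, an exact permutation test of the array values was run as well. The paper's thresholds (p of at most 0.05 and a fold change of at least 2, printed on its heat map) were applied to the unadjusted test of means with equal variances that its statistics section names for continuous variables. The paper's text does not name the program or gene list behind its enrichment p. Here, a one-sided Fisher's exact test compared the MAPK list with all genes.

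The 33 gene lists were written from general knowledge of pathways and of the cell types a bladder sample can hold. They were tested with camera (preset correlation 0.01, and again with a correlation estimated from the arrays) and with fry, which asks if a list moves on balance one way. Members were counted at the adjusted p over all probe sets and again adjusted over the list alone. The lists, the tests, most alternatives and the rule for named genes were fixed before the data were examined. By that rule, the named genes are, for each comparison, the 10 with the largest rise and the 10 with the largest fall among genes past the threshold whose groups do not overlap. To these it adds the 2 highest and the 2 lowest changed members of each list (or, where none changed, the 2 with the smallest p) and the genes the paper names. The passages give the genes of that rule whose calls held without each array first, and others with the arrays that end their call. That preference was chosen after the values were seen.

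A signal of 50 was taken as the limit for fold changes, from the spread within groups by signal level, after the data were seen. The number of arrays limits the precision: in simulated data with the observed spread, 67.7% of 4-fold changes of probe sets above that limit were recovered in tumors against normal bladder. Fewer probe sets changed in the simulated data than in the real comparison, which makes the adjustment stricter, so this share can be too low.

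The alternatives were quantile normalization, centring of each array on its median, a filter at the 40th percentile of mean signal, 50 added to the signal before log2, eBayes without a trend, a fit of all 9 arrays, the replicate number as a block, leaving out each array in turn, the paper's test after adjustment, and the mean of a gene's probe sets. Not used here were the probe-level intensity files, the paper's cell line experiments and its human tissues.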

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

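The exchange test and the counts over other splits of the arrays were planned; the tests of a tissue mixture, of the spiked RNAs and of smooth muscle were chosen after the results were seen, and the values singled out here were picked after they were seen.

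The tissue adjacent to the tumors, which the paper does not report on, differed from normal bladder about as widely as the tumors did. By limma, 5873 of 31042 probe sets changed (2686 higher and 3187 lower), and 0 differed between tumors and adjacent tissue (845 at an unadjusted p under 0.05, 0 by the paper's test after adjustment). The balance of directions depended on scaling: 3068 were higher and 2922 lower after quantile normalization, and 4356 and 2557 after median centring. Without normal samples 1, 2 and 3 in turn, 2728, 2691 and 2804 changed. Mapk9 fell by 1.66 on the log2 scale in adjacent tissue (SE 0.30, adjusted p = 0.0083, lower in 3 of 3 samples) on its brighter probe set, a call that the mean of both probe sets did not pass; the dimmer one fell by 0.58 (adjacent sample 2, at 6.33, lay above the lowest normal sample, at 6.19). Mdm2 rose by 0.70 (SE 0.13, adjusted p = 0.0082, higher in 3 of 3 samples), not past the threshold without a variance trend. Of 23 T cell and natural killer genes, 7 were higher and 0 lower (7 and 0 adjusted over the list alone; camera adjusted p = 0.0021, and adjusted p = 0.226 with an estimated correlation). Because both comparisons use the same 3 normal samples, their fold changes are bound to correlate; Pearson's r across probe sets was 0.829, against 0.499 in simulated data that share the normal samples and nothing else.

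Tumor tissue within the adjacent samples could give this pattern. The adjacent samples held a median share of 0.993 of the tumors' rise (3231 probe sets) and 1.02 of their fall. These probe sets were picked on arrays that include the adjacent samples, which favours a share near 1, so the share does not decide. Among probe sets called in tumors against normal bladder alone, the median share was 0.912 of the rise (2649 probe sets) and 0.992 of the fall (2467). By the lower quartile of their members, 4 lists lay beyond both groups in adjacent tissue: T cells, neutrophils and MHC genes above, erythrocyte genes below. The median shift of the T cell list was 1.01 to 1.27 in the adjacent samples, -0.30 to 0.69 in tumors and at most 0.05 in normal samples. A mixture of such tumors with normal bladder cannot give values above both, which argues against it as the cause of the T cell transcripts, and so as the whole cause; for the rest of the change it stays open. For an exchange of a tumor with an adjacent sample, the bound set in advance was 100 probe sets called by 1 of the 9 other splits; the highest called 75. That bound asked too much, which was decided after the value was seen: in simulated data this comparison recovered 0 of 100 2-fold and 13 of 100 4-fold changes. Whether a sample was exchanged thus stays open. The paper's other measures of the rats run the way the labels say, which does not settle it: it typed the tumors as transitional cell carcinoma by H&E staining, followed their growth by CT, and found less JNK2 protein in tumors than in normal tissue by staining. An exchange would leave the other adjacent samples as they were. The values argue against an exchange as the whole cause of the difference from normal bladder. Without adjacent samples 1, 2 and 3 in turn, 7198, 5005 and 5936 probe sets still changed. Each adjacent sample also lost smooth muscle signal, with 26.1%, 10.2% and 5.69% left. The split that called 75 sets tumor 1, adjacent 1 and adjacent 2 against the rest. It is the split that an exchange of tumor 1 with adjacent sample 3 would give. Tumor 1, adjacent 1 and adjacent 2 are also the 3 samples with most smooth muscle signal. The split thus cannot tell such an exchange from a difference in muscle content.

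A processing batch that sets the normal rats apart was tested on spiked RNAs: of the 4 RNAs spiked into each sample, 2 did not overlap between the 6 arrays of tumor-bearing rats and the 3 normal arrays, and all 4 were lower by 0.46 to 0.64 on the log2 scale in the former. A batch was taken to need all 4 apart, a bound written after the values were seen, and no label names a batch. A general shift of the size of the spiked RNAs' is far smaller than the changes it would have to give: in adjacent tissue against normal bladder, the median log2 fold change was -3.03 for smooth muscle and 1.91 for cell division genes, and Serpinb2 was at least 131-fold higher. These also go opposite ways, which argues against such a shift as the whole cause. A difference in the handling of the tissue before the RNAs were spiked is not measured by them and cannot be told apart from the rat. An effect of MNU on the whole bladder is the biological explanation that the design gives, and it was not tested.

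For the splits of 6 arrays into 3 and 3, there are 10, too few for a share under 0.05. The real counts were 5574 for tumors against normal bladder (highest other split 0; 1 split of 10 with as many), 0 for tumors against adjacent tissue (75; 10 of 10) and 5873 for adjacent tissue against normal bladder (0; 1 of 10).

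Mapk9 fell in samples that also lost smooth muscle transcripts, so loss of muscle could account for its fall. Of the 38 smooth muscle genes, all 38 had a mean signal of at least 50 in normal bladder and 4 also stand in another list; Acta2, the abundant smooth muscle actin, had a mean log2 signal of 12.2 in normal bladder and 9.15 in tumors. Over the 6 arrays of tumor-bearing rats, the Mapk9 shift and the median smooth muscle shift had a Pearson's r of 0.470 (exact permutation p = 0.326) and a Spearman's rho of 0.6 (exact permutation p = 0.242); without the 2 farthest arrays, r was 0.534. These arrays come in tissues of the same rats and are not independent, so this cannot decide. The smooth muscle and Mapk9 signals left were 50.6% and 44.7% in tumor 1, 4.34% and 29.0% in tumor 2, 4.35% and 36.8% in tumor 3, 26.1% and 30.2% in adjacent sample 1, 10.2% and 44.1% in adjacent sample 2, and 5.69% and 23.7% in adjacent sample 3. Adjacent sample 2 thus kept less muscle signal than adjacent sample 1 but more Mapk9, which runs against muscle loss as the only cause, though single arrays do not decide.

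The GAPDH control of the array (3' probe set), often taken as a constant, was higher by 1.07 on the log2 scale in tumors than in normal bladder (13.7 ± 0.29 SD against 12.6 ± 0.21, n = 3 per group, exact permutation p = 0.1, the smallest possible), 0.93 after quantile normalization and 1.27 after median centring.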

How the results depend on the processing

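The alternatives for named genes other than Mapk9, for list counts and for list tests, and the two-sided enrichment p (0.00803), were chosen after the data were seen, and the rest were planned. With 3 arrays per group, leaving out 1 array changes the degrees of freedom of each test as well as its values, and dim signals limit the folds: 30.4% to 36.1% of probe sets lie under a signal of 50 on an array. Unless stated, the cause of a change was not tested.

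Tumors against normal bladder: the 5574 changed probe sets became 2376 without a variance trend, 1764 by the paper's test after adjustment, and 1453 (without normal sample 2) to 9216 (without tumor 1) leaving out 1 array; 5 other alternatives stayed within 1.5 times, among them centring (5829, 3634 of them higher), which moves the median log2 fold change of all probe sets from -0.05 to 0.15, and quantile normalization (5833; median 0.07). Mapk9 fell under each of the 14 alternatives. Its log2 fold change ran from -1.61 (without tumor 1) to -1.30 (without tumor 2) leaving out 1 array, its adjusted p over the alternatives from 0.0021 to 0.0553, and it missed the threshold without normal samples 1, 2 and 3 (-1.48, -1.46 and -1.45). The count at the paper's thresholds became 951 after adjustment and ran from 2809 to 5473 leaving out 1 array. The MAPK enrichment p was 0.0612 with limma calls, 0.273 and 0.543 by camera with a preset and an estimated correlation, and 4.57e-05 to 0.182 leaving out 1 array.

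Adjacent tissue against normal bladder: 5873 became 3414 without a trend, 2394 by the paper's test, and 2691 to 7198 leaving out 1 array. Tumors against adjacent tissue: 0 in each alternative. There, Mapk9 (0.20) ran from -0.0070 (without adjacent 3) to 0.44 leaving out 1 array, and was -0.14 for the mean of its probe sets. Camera changed direction for focal adhesion without tumor 1 (adjusted p = 0.766) and for neutrophils without adjacent 3 (0.309); leaving out 1 array, these ran 1.32e-05 to 0.766 and 2.34e-05 to 0.583.

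With the replicate block, Mapk8 missed the threshold (adjusted p = 0.0710), and 3705, 0 and 4717 probe sets changed (tumors against normal, tumors against adjacent, adjacent against normal). The normal samples are of separate rats. In the comparisons with normal bladder the block thus joins unrelated animals and tests no pairing, though it still costs degrees of freedom. The labels do not say that a number stands for a rat: after removal of the group means, tumors 1, 2 and 3 had an r of 0.24, 0.04 and 0.14 with the adjacent sample of their number, and tumor 2 was closer to adjacent 3 (0.11).

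Of the 102 named genes called in tumors against normal bladder, 47 kept their call leaving out each array, 55 lost it at least once and 0 changed direction; 98 kept it under both scalings and the offset; 48 lost it without a trend, 17 with the block, 69 by the paper's test. List tests were rerun in full for lists past the threshold, a limit set after reversed results were seen. For the others, the tallies are: tumors against normal, 18 lists and 162 tests, 13 past the threshold and 9 in the other direction; tumors against adjacent, 171 tests, 7 and 36; adjacent against normal, 117 tests, 7 and 4. The same limit covers named genes of the other comparisons: between tumors and adjacent tissue, 62 genes and 806 tests gave 3 changes of direction, and between adjacent tissue and normal bladder, 82 called genes lost 158 of 1066 calls, with 0 in the other direction.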

Differences from the paper's values

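The tests in this part were chosen in advance, except the two-sided p, which was looked at after the values were seen. For the enrichment of MAPK signaling among changed genes, the paper's p is 0.009, and the one-sided Fisher's exact p here is 0.00536. Of the alternatives set before the data were examined, median centring (0.00932) and the mean of a gene's probe sets (0.0110) come within 1.5 times of the paper's value. So does the two-sided p of the same Fisher's exact test, 0.00803, chosen after seeing the values; it drops 0 of the genes counted. Those that do not are quantile normalization (0.00338), the filter on dim probe sets (0.00110), 50 added before log2 (0.000635), the limma calls (0.0612), camera with a preset (0.273) and an estimated correlation (0.543), and each omission of 1 array (4.57e-05 without tumor 1, 0.182 without tumor 2, 0.0277 without tumor 3, 0.0167, 0.0453 and 0.161 without normal samples 1, 2 and 3). The MAPK list used here is not the paper's, whose text does not name its source. The number of changed MAPK genes is 48 here at the thresholds of the heat map, and about 41 in Supplementary Figure S1, read by eye; these are within 1.5 times of each other. So are the counts under the other alternatives set in advance, except 71 without tumor 1 and 64 by the limma calls.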

Other observations

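The tests of RNA ends were chosen after the result was seen, and the list tests were planned.

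Adjacent tissue showed more immune transcripts than normal bladder: 16 of 28 leukocyte and macrophage genes rose and 0 fell (17 and 2 adjusted over the list alone), 11 of 30 interferon response genes rose and 0 fell (11 and 0 adjusted over the list alone), and 9 of 18 MHC genes rose and 0 fell (11 and 0 adjusted over the list alone). Cd3d, a chain of the T cell receptor complex, was at least 3.35-fold higher (adjusted p = 0.00078 from limma), S100a8 at least 85.7-fold higher and Ifit3 higher by 3.64 on the log2 scale (SE 0.31). Of 38 smooth muscle genes, 35 fell and 0 rose (36 and 0 adjusted over the list alone), and 28 changed without normal sample 2. Serpinb2 was at least 131-fold higher and Fgfbp1, which releases growth factors from matrix, at least 39.7-fold higher; Dstl1 was at least 28.8-fold lower. By camera with a preset correlation the adjusted p was 5.8e-05 for leukocytes, 0.0027 for interferon, 0.00019 for MHC and 4.0e-18 for smooth muscle; with an estimated correlation the adjusted p was 0.226, 0.526, 0.255 and 0.226. The lowest counts without 1 array were 10 leukocyte and 5 interferon genes (both without normal sample 2) and 6 MHC genes (without normal sample 1), and the interferon list lost its camera call without adjacent sample 2 (adjusted p = 0.237). Of the 33 lists, 20 passed camera with the preset correlation (13 higher and 7 lower) and 0 with an estimated one, and 17 of the 20 also passed fry, which the interferon list missed (adjusted p = 0.0838).

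Between tumors and adjacent tissue, where 0 single probe sets passed limma, 14 lists passed camera with the preset correlation (6 higher and 8 lower in tumors) and 0 with an estimated one (lowest adjusted p = 0.422); 0 of the 14 passed fry. T cell and natural killer genes had a median log2 fold change of -0.89 (-0.42 with dim genes at their bound; camera adjusted p = 2.3e-10) and interferon response genes of -0.69 (-0.62 at the bound; 4.6e-10). The interferon list shifted most in adjacent sample 2 (median shift from normal bladder 1.72). Adjacent samples 1 and 3 (0.31 and 0.21) lay within the tumors' range (-0.13 to 0.37), yet the camera call held without adjacent sample 2. Glycolysis and hypoxia genes had a median of 0.30 (camera adjusted p = 0.00021) and xenobiotic defence genes of 0.32 (0.28 at the bound; 0.00066), though adjacent sample 3 (0.60) lay within the tumors' range for glycolysis (0.53 to 0.91) and adjacent sample 2 (0.91) above all 3 tumors for xenobiotic defence. With an estimated correlation these adjusted p were 0.422, 0.650, 0.650 and 0.650. Several of the 14 lists lost their call without 1 array. Without tumor 2, tumor 3 and adjacent sample 1 in turn, the camera adjusted p was 0.316, 0.240 and 0.913 for cell division, 0.806, 0.154 and 0.123 for fibroblasts and 0.394, 0.0980 and 0.471 for mitochondrial respiration. Without tumor 1 it was 0.766 for focal adhesion, 0.583 for neutrophils and 0.516 for erythrocytes. Without adjacent sample 2 it was 0.0769 for focal adhesion and 0.243 for erythrocytes, and without adjacent sample 3 it was 0.309 for neutrophils, 0.131 for erythrocytes and 0.316 for chemokines. Erythrocytes also lost their call after quantile normalization (0.0550) and with 50 added before log2 (0.0533).

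Adjacent sample 1 lacked the 5' ends of control transcripts. Its log2 signal at the 5' end minus the 3' end was -1.96 for GAPDH (the other 8 arrays -0.78 to -0.32), -4.73 for beta-actin (others -3.29 to -2.52) and -4.08 for the mean of the 4 spiked RNAs (others -2.63 to -2.23). The spiked RNAs never were in the tissue and lost their 5' ends too (-4.08), which argues against degraded tissue RNA alone. A short product of the labelling reaction of this sample stays open: the beta-actin value of -4.73 belongs to the pattern itself and does not test it. No biological explanation was tested for it. Without this sample, 7198 probe sets differed between adjacent tissue and normal bladder.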
